# Delay modulates the immune response to nerve repair

**DOI:** 10.1038/s41536-023-00285-4

**Published:** 2023-02-27

**Authors:** Masoud Golshadi, Elaine F. Claffey, Jennifer K. Grenier, Andrew Miller, Michael Willand, Michael G. Edwards, Tim P. Moore, Michael Sledziona, Tessa Gordon, Gregory H. Borschel, Jonathan Cheetham

**Keywords:** Somatic system, Immunology

## Abstract

Effective regeneration after peripheral nerve injury requires macrophage recruitment. We investigated the activation of remodeling pathways within the macrophage population when repair is delayed and identified alteration of key upstream regulators of the inflammatory response. We then targeted one of these regulators, using exogenous IL10 to manipulate the response to injury at the repair site. We demonstrate that this approach alters macrophage polarization, promotes macrophage recruitment, axon extension, neuromuscular junction formation, and increases the number of regenerating motor units reaching their target. We also demonstrate that this approach can rescue the effects of delayed nerve graft.

## Introduction

Peripheral nerve injury (PNI) following trauma leads to decreased function and long-term disability. Despite advances in microsurgical techniques, full recovery is seldom achieved. Repair may be delayed for several weeks or months to allow other soft tissue or orthopedic injuries to be addressed or, in some contexts, to allow the possibility of spontaneous recovery^1–5^. As the time between injury and repair increases, the proportion of patients experiencing a good recovery decreases dramatically^3,5,6^.

A prolonged delay before surgical reinnervation results in chronic denervation of the distal nerve stump and loss of the intimate association between Schwann Cells (SC) and their axons^2,6–8^. These effects contribute to poor regeneration when repair is delayed^2,7,9,10^. The most important contributing factor for poor recovery is the chronic denervation of axons distal to the injury site rather than the denervation of the target muscle^7,11^. As a consequence, delayed nerve repair in a clinical setting, results in progressive worsening of regeneration and recovery^1,3,5^.

Acute injury to the peripheral nervous system produces a well-orchestrated series of events that are required for successful regeneration and functional recovery^12–15^.

In the first three days after injury, resident macrophages and Schwann cells (SC) remove fragmented axonal segments (16–18) and the breakdown of the nerve-blood barrier allows macrophage migration and amplified phagocytosis to remove myelin-associated glycoprotein and other inhibitory proteins from the local environment^2,6,7,16^.

Macrophage migration into the nerve injury site, may be more important than the proliferation of resident macrophages in this process and occurs in response to immune mediators such as Interleukin-10 (IL10), IL6, and granulocyte macrophage colony-stimulating factor (GM-CSF), produced by resident SC^17,18^.

Macrophages promote the development of a polarized microvasculature, mediated by vascular endothelial growth factor (VEGF-A), which directs SC migration within the regenerative bridge which forms between the proximal and distal nerve stumps^19^. Regeneration does not occur when migrating macrophages are excluded from the site of injury^20,21^ and SC fail to proliferate and transdifferentiate. Conversely, increased macrophage recruitment can promote endothelial and SC migration and axon number^22^. In addition to VEGF, macrophages also secrete transforming growth factor-beta (TGFβ) and interleukin-1 (IL1), which promote the proliferation of SC and induce SC expression of nerve growth factor (NGF) which, in turn, promotes axonal growth^14,23–25^. In addition, macrophages can also affect regeneration by acting directly on axotomized cell bodies in the dorsal root ganglia^26^. Together, these data suggest that axonal regrowth, and so functional recovery, is very dependent upon the macrophage response to nerve injury.

Although macrophage recruitment to the injury site is essential for nerve repair, alterations in macrophage function after delayed repair have not been examined. In addition, the majority of attempts to improve outcomes after nerve graft have focused on changing events that occur late in the repair process. For example, the localized release of nerve-specific growth factors^27–32^ has been used to attempt to promote axon extension and conduits have been used to prevent infiltration of fibrous tissue and directly influence the repair process^33^.

Here, we build on our previous work examining temporal alterations in macrophage gene expression after nerve injury to examine this element of repair after a delay^34^. We first determined how delayed repair alters the immune response to PNI, and then examined the effect of delay on key macrophages functions including gene expression, phagocytosis, cytokine and protein production, and angiogenesis. We then identified a potential target for modulation of the macrophage response to delayed repair and demonstrate that this approach can alter downstream remodeling after nerve injury, altering macrophage gene expression, promoting axon extension, neuromuscular junction formation and the number of motor neurons reaching their targets. Overall, we show that targeted modulation of the macrophage response to delayed repair provides a strong opportunity for recovery after chronic denervation.

## Results

### Delayed repair after PNI results in a significant reduction of recovery

We used a cross-suture repair experimental paradigm (Fig. 1a) in which a freshly transected common peroneal (CP) nerve branch is grafted to a distal tibial (TIB) stump either immediately or after a delay of eight weeks^11,16^. To allow appropriate comparison with the delayed repair group, the surgery site was incised (skin and muscle layers), the sciatic trunk exposed, and the incision then closed 8 weeks prior to nerve surgery in the immediate group. Repair was evaluated 8 weeks after CP-TIB cross-suture using retrograde labeling to determine the number of axons crossing the graft site and reaching their target^35^.

**Fig. 1:**
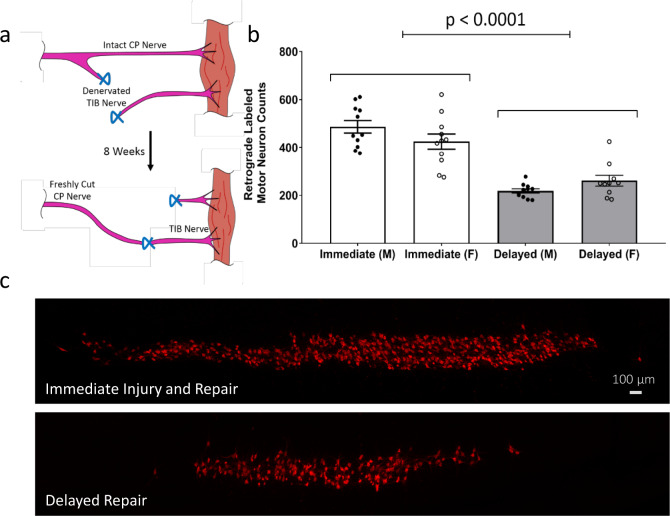
Delayed repair significantly reduces recovery after nerve graft. **a** Experimental paradigm. Freshly axotomized common peroneal (CP) nerve branch was grafted to the acutely or chronically denervated tibial (TIB). To mimic a delayed graft, the TIB nerve branch was transected 2–5 mm distal to the sciatic trifurcation and sutured to the quadriceps muscle. After 8 weeks of delay, the proximal (CP) and distal (TIB) stumps were aligned and cross sutured. Immediate repair was achieved with immediate CP-TIB cross-suture. **b** Retrograde tracer confirmed significantly lower number of regenerated motor neurons in the spinal cord after delayed repair compared to immediate injury and repair in both male and female animals (*P* < 0.0001, ANOVA, *n* = 11/group). No sex effect was observed. **c** Representative Z-stacks of mouse spinal cord (L4-S2) with retrograde-labeled motor neurons after delayed or immediate injury and repair.

Sex has been shown to have an influence on recovery after PNI with an increase in the rate of axonal extension in female rats following crush injury and an increased regenerative response in males to treadmill exercise^36,37^. However, we identified no effect of sex on the reduction in reinnervation observed after delayed repair and confirmed a significant reduction in the number of regenerated motor neurons following delayed repair (Fig. 1b, c).

### Delayed repair after PNI downregulates and delays the immune response

We then determined transcription changes in macrophages and SC following chronic denervation by isolating macrophages and SCs from the site of immediate or delayed nerve graft by using S100β-eGFP mice expressing enhanced GFP (eGFP) in their SCs (hereafter S100) combined with a validated FACS approach which obviates the need for post isolation culture, avoiding alterations in macrophage or SC gene expression in vitro^38^. Cells were isolated at 5 and 14 days after repair, from silicone conduits inserted at the site of cross-suture. B cells, T cells, granulocytes, eosinophils, fibroblasts, endothelial cells, and red blood cells were excluded from the viable single-cell population (dump). Macrophages (CD16/32hi, CD11b hi, F4/80 hi, and CD14 hi) and Schwann cells (GFP hi and negative for all other markers) were isolated. 

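Levels of the sorting markers are given in CPM, computed from each library's total count. In the macrophage libraries of day 5 (n = 17), transcripts of the sorting markers averaged 7847 CPM (SD 1445) for Cd14, 796 CPM (SD 174) for Itgam, which encodes CD11b, and 645 CPM (SD 155) for Fcgr3, which encodes CD16. The gene of F4/80, listed in the files as Emr1, averaged 1247 CPM (SD 174). In the Schwann cell libraries of day 5 (n = 16), S100b averaged 6.77 CPM (SD 7.76), with values from 0 to 24.7 CPM. In the same libraries Sox10 averaged 45.4 CPM (SD 48.2), while Emr1 averaged 124 CPM (SD 148). Genes characteristic of dendritic cells were abundant in the Schwann cell libraries of day 5, at 15671 CPM (SD 3580.1) for Cd74, 7591 CPM (SD 1468) for Ccr7 and 656 CPM (SD 195) for Flt3. The macrophage libraries of day 5 held 22.8 CPM (SD 20.4) of Ccr7 and 0.907 CPM (SD 1.81) of Flt3. At day 14, S100b averaged 12.7 CPM (SD 13.2) in the Schwann cell libraries (n = 15).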

The TIB stump was also removed (day 5 only) and RNA isolated from all three cell/tissue types. We choose these time points specifically to represent the early peak of macrophage infiltration^19,39,40^ and SC migration and dedifferentiation/activation^20,41,42^ and the later macrophage and Schwann cell responses.

Using this approach, we characterized the in vivo macrophage and SC transcriptomes by high throughput mRNA sequencing. 

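The authors deposited estimated counts per gene, not normalized, for 23361 genes in 79 libraries from 32 animals. Macrophages and Schwann cells were sequenced from 31 of these animals, and all 3 kinds of sample from 15. Libraries of sorted cells were made from amplified cDNA, and libraries of the distal stump from rRNA-depleted RNA with a directional kit. Levels are therefore compared between repair groups within a cell or tissue type. In macrophages at day 5, the median total count per library was 21905298 (14928745 to 26942294) after delayed repair (n = 9) and 23299828 (17875653 to 28499407) after immediate repair (n = 8), with the lowest and highest totals in parentheses. For macrophages at day 14, it was 21394015 (17624676 to 27972884) after delayed repair (n = 7) and 18154208 (15751765 to 22723959) after immediate repair (n = 8). Schwann cells had medians of 23242592 (18433741 to 30796823) after delayed (n = 9) and 23663696 (19957731 to 30322482) after immediate repair (n = 7) at day 5. At day 14 these were 21798046 (11614940 to 29358569) (n = 7) and 18754073 (14400772 to 23940126) (n = 8). The distal stump at day 5 had 5707408 (3898778 to 8992323) after delayed (n = 9) and 7546355 (4563024 to 9212709) after immediate repair (n = 7). Totals did not differ between the repair groups in 2-sided exact permutation tests, with p from 0.0612 to 0.658 over the 5 comparisons. The paper states an average of around 1 M reads per sample in its results and at least 20 M in its methods, and the values given here use the totals of the files. Genes with at least 5 CPM in at least 6 of the animals compared were tested with edgeR's quasi-likelihood test after TMM scaling, at a Benjamini-Hochberg adjusted p under 0.05.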

Libraries were prepared from 10 biological replicates per group (immediate and delayed) at both 5 and 14 days after repair (total of 40 animals), generating an average of around 1 million reads per sample for the quantification of 23,361 genes. After confirming the quality and reproducibility of the RNA-Seq data, we examined differences in differentially expressed genes between cell/tissue types after immediate and delayed repair. Gene expression analysis revealed that 962, 588, and 3530 genes (median fragments per kilobase of transcript per million mapped reads (FPKM) = 25) were differentially expressed in macrophages, SC and distal stump, respectively, at day 5, and 273 and 462 genes (median FPKM = 22) were differentially expressed in macrophages and SC, respectively, at day 14 after repair (Supplemental Fig. 1a, b). 

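With edgeR, delayed and immediate repair differed at an adjusted p under 0.05 in 3 of 8409 genes tested in macrophages at day 5, in 0 of 9604 in Schwann cells and in 3221 of 12229 in the distal stump. Of the stump genes, 1565 were higher and 1656 lower after delayed repair. At day 14 the counts were 0 of 8589 genes in macrophages and 0 of 10226 in Schwann cells. At an unadjusted p under 0.05 there were 435 genes in macrophages, 505 in Schwann cells and 4706 in the stump at day 5, and 190 in macrophages and 373 in Schwann cells at day 14. With DESeq2 in place of edgeR, 17 genes passed in macrophages and 14 in Schwann cells at day 5. In macrophages at day 5, Cap1 had a log2 fold change of 2.22 (SE 0.29) and was above the immediate mean in 9 of 9 delayed animals, with an adjusted p of 0.00212 in edgeR. Heca had a log2 fold change of -1.52 (SE 0.25) and an edgeR adjusted p of 0.0333, and lay below the immediate mean in 9 of 9 delayed animals. Osm had a log2 fold change of -0.89 (SE 0.16) and an edgeR adjusted p of 0.0384, and was likewise lower in 9 of 9. Across the 17 fits that each left out 1 macrophage library, Heca no longer passed in 12 and Osm in 13. High and low levels of Cap1 went with the animal, being alike in the macrophages and Schwann cells of 31 of 31 animals. Counts were simulated with the depth, spread and group sizes of these libraries, with genes varying independently and some changed 2-fold or 4-fold. The same test recovered 92.9% of these changed genes in macrophages and 45.5% in Schwann cells at day 5, and 93.0% in the stump. At day 14 it recovered 92.0% in macrophages and 55.4% in Schwann cells. Smaller changes were not simulated, so these shares do not hold for them.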

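Gene lists were written by hand for each biogroup and tested with camera, a competitive test of a list against the other genes, on the edgeR fit, with adjustment over 11 lists. In the distal stump at day 5, the inflammatory response list had a median log2 fold change of 0.43 for delayed over immediate repair, with 5 of 40 genes lower and a camera adjusted p of 0.00280. The interferon response list had a median of 0.72 and an adjusted p of 1.35e-08, and the antigen presentation list 0.66 and 4.75e-08. For angiogenesis the median was 0.44, with 16 of 66 genes lower and an adjusted p of 1.17e-06. Pecam1, Cdh5 and Tek had log2 fold changes of 0.71 (SE 0.12), 0.71 (SE 0.12) and 0.69 (SE 0.094). Il1r1 was at 0.80 (SE 0.13), Oas2 at 1.11 (SE 0.24), and Lif at -0.94 (SE 0.18). The neuron development list had a median of -0.76, with 31 of 40 genes lower and a camera adjusted p of 8.07e-11. Within it, Syt4 had a log2 fold change of -5.24 (SE 0.50), Map1b of -2.16 (SE 0.22) and Gfra1 of -3.39 (SE 0.36). The axon guidance list had a median of -0.022 and an adjusted p of 0.833. Of its 65 genes, 34 were lower and 34 passed the threshold singly over all genes, 37 when adjusted over the list alone. Among these, Sema3b fell to -2.68 (SE 0.25) and Sema4b to -1.07 (SE 0.12), whereas Unc5b rose to 1.24 (SE 0.13). The myelination list had a median of -1.47 and an adjusted p of 1.79e-23, with Mbp at -2.06 (SE 0.15) and Cnp at -1.90 (SE 0.16). With fry, a self-contained test, the adjusted p was 0.0790 for the inflammatory list and at most 0.0283 for the interferon, antigen presentation, angiogenesis, neuron development and myelination lists. With the correlation between genes estimated from the data, angiogenesis and myelination passed, both at 0.0423.

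**Figure D1:**
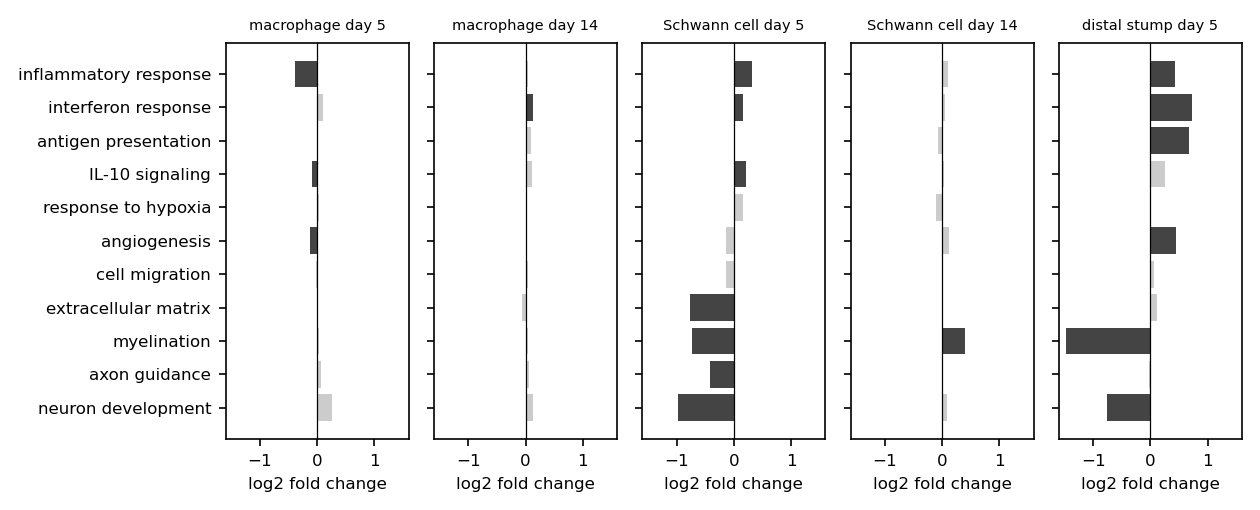
Median log2 fold change, delayed over immediate repair, of the tested genes of each list in each comparison. Dark bars mark lists with a camera adjusted p under 0.05, such as angiogenesis in the distal stump at 0.44.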

Gene expression analysis also revealed downregulation (red) of immune response and angiogenesis in the distal stump 5 days after repair with concurrent upregulation (green) of neuron development and axon guidance (Supplemental Figs. 1c and 2).

Macrophages detect hypoxia within the regenerative bridge and are responsible for the formation of a polarized microvasculature which guides the migration of SC^19^. 

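In macrophages at day 5, the inflammatory response list lay lower after delayed repair, with a median log2 fold change of -0.38, 43 of 46 genes lower and a camera adjusted p of 9.02e-17. Singly, 1 of its genes passed the threshold over all genes and 1 when adjusted over the list alone, Osm in both cases. Lif had a log2 fold change of -1.22 (SE 0.35). The angiogenesis list had a median of -0.13, with 24 of 34 genes lower and an adjusted p of 0.0105. For the response to hypoxia the median was 0.023, with 19 of 42 genes lower and an adjusted p of 0.199. Its genes with the smallest p were Egln1 at -1.88 (SE 0.43) and Ddit4 at -0.68 (SE 0.18). Under fry the inflammatory and angiogenesis lists had adjusted p-values of 0.145 and 0.167, and with an estimated correlation 0.0804 and 0.103. At day 14 the inflammatory list had a median of 0.045 and a camera adjusted p of 0.683, the hypoxia list 0.0086 and 0.982, and the angiogenesis list 0.033 and 0.982. The interferon response list passed the threshold at day 14, with a median of 0.13 and an adjusted p of 0.00971 under camera and 0.977 under fry. Among single genes, Ccl5 was at -1.45 (SE 0.46) and Il1b at 0.44 (SE 0.18) at day 14.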

Analysis of differentially expressed (DE) genes into biological clusters (biogroups) identified downregulation of the immune response, the response to hypoxia and angiogenesis in macrophages at day 5 followed by upregulation of these biogroups at day 14 (Fig. 2a, b). These data indicate a lag in the macrophage response when repair is delayed. 

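Whether the effect of delay differed between the days was tested as an interaction of repair and day over all 32 macrophage libraries. With edgeR, 2 of 8949 genes had an adjusted p under 0.05 and 323 an unadjusted p under 0.05. For Heca, the log2 fold change at day 14 minus that at day 5 was 1.72 (SE 0.32), and for Osm 1.27 (SE 0.24). The inflammatory response list shifted upward between the days, with a median difference of 0.34, 33 of 46 genes positive and a camera adjusted p of 1.85e-09. Its adjusted p was 0.286 under fry and 0.138 with an estimated correlation. The hypoxia list had a median difference of -0.012 and a camera adjusted p of 0.379, and the angiogenesis list 0.10 and 0.230. From lower biogroups at day 5 and higher ones at day 14, the paper concludes that the macrophage response lags when repair is delayed.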

SCs, on the other hand, modulate the local immune response after injury^43,44^ and play an essential role in axon guidance, myelination and formation of an extracellular matrix. 

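The extracellular matrix list in Schwann cells at day 5 had a median log2 fold change of -0.77, with 50 of 57 genes lower after delayed repair and a camera adjusted p of 7.83e-13. Lama4 was at -2.20 (SE 0.87), Thbs2 at -1.84 (SE 0.74) and Hspg2 at -1.38 (SE 0.57). For the myelination list the median was -0.74, with 31 of 36 genes lower and an adjusted p of 6.76e-09, and Cadm4 and Mbp were at -2.09 (SE 0.75) and -0.70 (SE 0.26). The cell migration list had a median of -0.14, with 32 of 49 genes lower and an adjusted p of 0.572. Ccr1, with the smallest p of that list, was higher after delayed repair at 2.47 (SE 0.48), and Cttn was lower at -1.59 (SE 0.54). Under fry the matrix and myelination lists had adjusted p-values of 0.206 and 0.0641, and with an estimated correlation 0.194 and 0.0518.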

We identified the downregulation of extracellular matrix formation, cell migration and myelination in SC at day 5. The same biogroups were upregulated at day 14 (Fig. 2c, d) confirming the extension of the repair process in another key cell type the case of delayed repair.

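At day 14 the Schwann cell myelination list was higher after delayed repair, with a median log2 fold change of 0.39, 7 of 43 genes lower and a camera adjusted p of 2.98e-11. Mal was at 1.61 (SE 0.43), Prx at 2.83 (SE 0.76) and Pou3f1 at 1.62 (SE 0.44). Of the 43 genes, 0 passed the threshold over all genes and 6 when adjusted over the list alone. The list's adjusted p was 0.643 under fry and 0.355 with an estimated correlation. The extracellular matrix list had a median of 0.011, with 34 of 70 genes lower and a camera adjusted p of 0.929. Lama2 was at 2.06 (SE 0.63), Tnc at -1.25 (SE 0.52) and Ogn at 1.47 (SE 0.78), and Ogn was at -1.47 in limma-voom with sample quality weights. The cell migration list had a median of 0.0036 and the same adjusted p, with Hbegf at 0.75 (SE 0.38) and Itga6 at 0.80 (SE 0.42), which was at -0.085 in limma-voom. In the interaction of repair and day over 31 Schwann cell libraries, 0 of 10923 genes passed in edgeR and 524 had an unadjusted p under 0.05. The myelination list shifted upward, with a median difference of 1.50, 45 of 48 genes positive and an adjusted p of 9.31e-18 under camera and 0.0200 under fry. The matrix list had a median difference of 0.76 and an adjusted p of 7.88e-10 under camera and 0.258 under fry. The cell migration list had a median difference of 0.086 and a camera adjusted p of 0.292. From biogroups lower at day 5 and higher at day 14, the paper concludes that repair is extended in Schwann cells as well.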

**Fig. 2:**
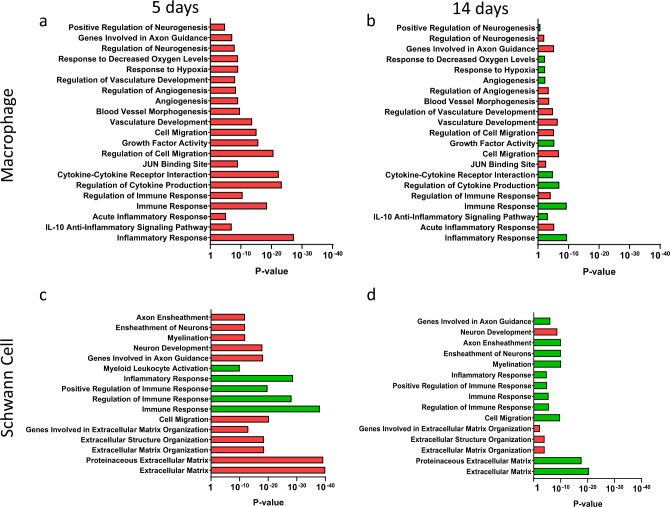
Delayed repair further delays regeneration. Downregulation (red) of immune response, angiogenesis, and IL10 signaling pathways identified in macrophages at day 5 was identified, followed by upregulation (green) of these biogroups at day 14. In SC, extracellular matrix formation, cell migration, and myelination were downregulated at day 5 compared to day 14 demonstrating the extension and progressive worsening of the repair process when repair is delayed. RNA sequencing data from delayed CP-TIB graft vs immediate CP-TIB graft for macrophages (**a**, **b**) and Schwann cells (**c**, **d**) after repair shows downregulation (red) or upregulation (green) of genes in biogroups at (**a**, **c**) day 5 or (**b**, **d**) day 14 after delayed repair. Cells isolated using FACS. *n* = 8 animals (4 male, 4 female) per group per time point.

We next determined the effect of delayed repair on protein expression. We identified significant alterations in inflammatory proteins known to be important in peripheral nerve injury (Fig. 3). IL6 collected from a short inert silicone conduit implanted at the graft site^35^ were significantly higher in female animals after acute repair than in other (*P* < 0.05, ANOVA with Tukey, *n* = 8–13 per group); and TS4 demonstrated significant differences in expression between sexes. In contrast, MMP-12, which is involved in the breakdown of extracellular matrix and tissue remodeling^45^ was significantly elevated after delayed repair in both male and female animals (*P* = 0.03, pooled sexes). These protein expression data support the altered inflammatory and extracellular matrix remodeling responses identified in our RNA-seq/FACS data.

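In RNA of the distal stump at day 5, Mmp12 had a log2 fold change of 0.81 (SE 0.41) for delayed over immediate repair, was higher than the immediate mean in 8 of 9 delayed animals, and had an edgeR adjusted p of 0.154. Cxcl12, which encodes SDF-1, was at 0.91 (SE 0.28), higher in 9 of 9 delayed animals, with an edgeR adjusted p of 0.0237. Tnf was at 0.60 (SE 0.24), Il6 at 0.46 (SE 0.43) and Thbs4 at -0.41 (SE 0.39). In macrophages at day 5 Mmp12 was at 0.58 (SE 0.34), with an edgeR adjusted p of 0.969, and in Schwann cells at 2.38 (SE 1.75). At day 14 Mmp12 was at 0.16 (SE 0.32) in macrophages, and at -0.053 without delayed replicate 2. Thbs4 in Schwann cells at day 5 was at -0.52 (SE 1.27), and at 0.20 without immediate replicate 5. An interaction of repair and sex at day 5 passed the threshold in edgeR for 0 genes in each of macrophages, Schwann cells and stump. At an unadjusted p under 0.05 there were 352, 256 and 272 such genes.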

**Fig. 3:**
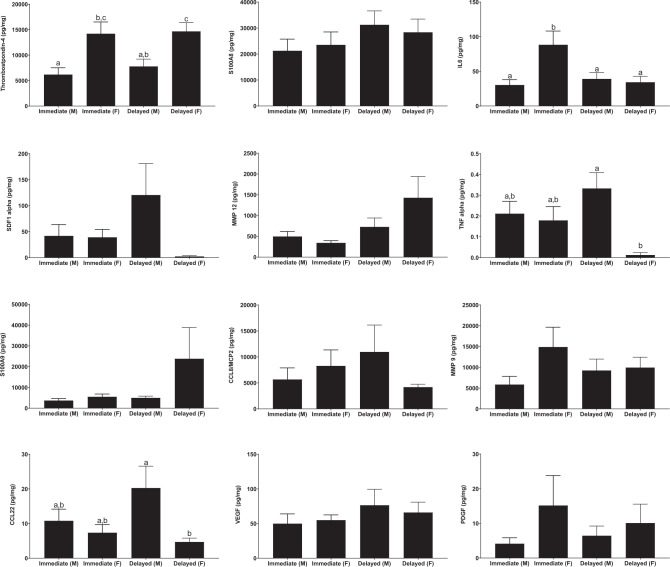
Delay in the repair of the nerve after peripheral nerve injury significantly alters the expression of inflammatory and ECM remodeling proteins. IL6, SDF1-alpha, and TNF-alpha were significantly reduced in female animals; whereas MMP-12 was significantly elevated in both sexes. Protein expression determined by Luminex assay and standardized to total protein level with a 5-mm inert silicone conduit inserted at the sciatic repair site. Significance was determined by ANOVA and. Groups not connected by the same letter are significantly different (Tukey post hoc test, *P* < 0.05). Letters not shown if ANOVA *P* > 0.05. *n* = 12 per group per sex.

### Delayed repair does not affect macrophage phagocytic function

Macrophages are a major cell type in the first few days after injury, following neutrophil accumulation^19,46,47^, and phagocytose myelin debris^14,21,48^. To evaluate the phagocytic function of macrophages, the macrophages were isolated from the regenerative bridge using FACS. Macrophages were exposed to bioparticles which fluoresce when in contact with the phagocytosome (Fig. 4). No differences in phagocytosis by macrophages were detected between immediate and delayed repair groups (Fig. 4b, c).

**Fig. 4:**
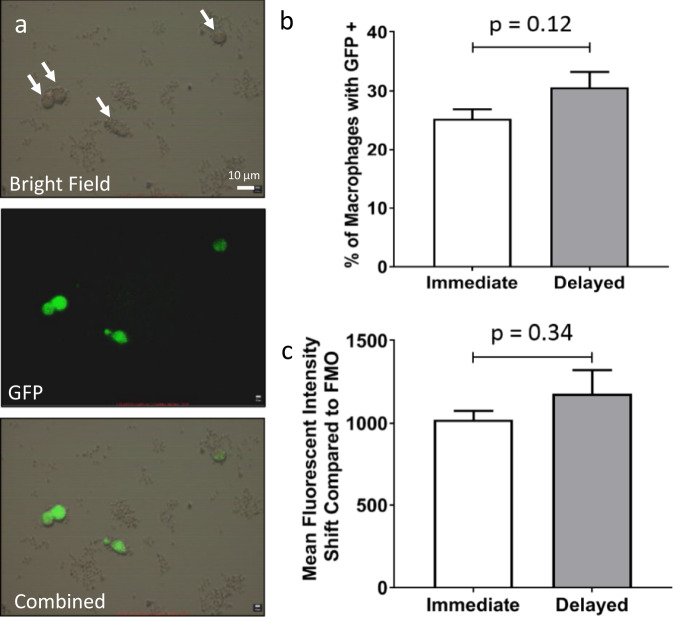
Delayed repair does not affect macrophage phagocytosis. Fluorescent microscopy indicates the presence of GFP signal after phagocytosis of bioparticles by macrophages (**a**) (white arrows). Macrophage phagocytic function was analyzed by GFP signal generated from phagocytosed bioparticles using FACS. No significant differences were observed in the percentage of macrophages with positive GFP signal (**b**) or the mean fluorescent intensity shift (**c**) between macrophages harvested from immediate and delay groups. No significant difference was observed between male and female animals (*t* test at *P* < 0.05, *n* = 12/group, 6 males, 6 females).

### IL10 as a potential target for modulation of the macrophage response to delayed repair

Further examination of macrophage gene expression data at the peak of macrophage infiltration (5 days after repair) identified a mix of pro-inflammatory and anti-inflammatory genes known to be expressed by macrophages at the site of nerve repair (Supplemental Fig. 3)^48–52^. 

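The 8 immune genes that the paper ranks in Supplemental Fig. 3a were each lower after delayed repair in macrophages at day 5. The fold decrease was 2.16 for Il6, 1.99 for Il10, 1.78 for Il1a and 1.55 for Saa3. For Il1b, Tnf, Tgfb1 and Cxcl10 it was 1.4, 1.39, 1.36 and 1.25. In edgeR without covariates, 0 of these 8 genes had an adjusted p under 0.05 over all genes tested, and 5 had an unadjusted p under 0.05. With DESeq2 or with sex as a covariate Il10 passed over all genes. With the replicate number as a block Il10 and Il1a passed. In edgeR without covariates, 2 genes (Il6 and Il10) passed when adjusted over the list alone. The study chose this list on these samples, so the count over the list alone is not independent evidence. Immediate replicate 1 weighs on the means of Il6 and Saa3. With all libraries the log2 fold changes were -1.11 (SE 0.35) and -0.63 (SE 0.52), and without that library -0.68 and -0.20.

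**Figure D2:**
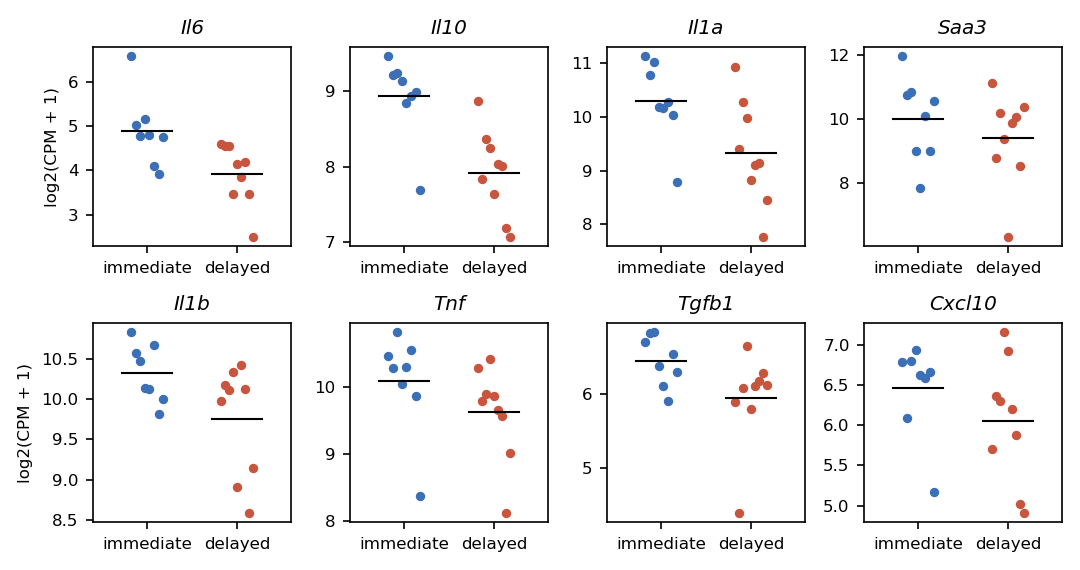
Normalized expression as log2(CPM + 1) of the 8 genes in each macrophage library of day 5, by repair group, with group means as lines. The fold decrease ranges from 1.25 for Cxcl10 to 2.16 for Il6.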

In prior work, we had identified IFNɣ as a key upstream regulator of temporal changes in macrophage gene expression^50^. As IFNɣ is downregulated by IL10, and IL10 was the anti-inflammatory gene with the highest differential expression (Supplemental Fig. 3a), we next examined the effect of IL10R deletion on macrophage gene expression in mice with a myeloid-specific deletion for IL10ra and demonstrated a significant increase in pro-inflammatory and angiogenic genes such as IL6, Saa3, and Cd31 when IL10ra was absent (Supplemental Fig. 3b). These data suggest that downregulation of IL10 in delayed repair may have a marked effect on macrophage expression of other inflammatory cytokines at the repair site.

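Il10 lies on chromosome 1 of GRCm38 from 131019845 to 131024974. In macrophages at day 5 it averaged 258 CPM (SD 102, n = 9) after delayed and 514 CPM (SD 146, n = 8) after immediate repair. Its log2 fold change was -0.99 (SE 0.23), and 9 of 9 delayed animals lay below the immediate mean. The adjusted p in edgeR was 0.288 over all genes tested. With DESeq2 and with sex as a covariate, Il10 passed the threshold. The receptor genes Il10ra and Il10rb were at 0.12 (SE 0.20) and -0.024 (SE 0.073), and Il10rb was at 0.062 with library size scaling only. Ifng had 0 counts in every macrophage library, 17 at day 5 and 15 at day 14. In the smallest library of day 5, 3 counts are 0.201 CPM, so lower levels were not detectable at this depth.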

### Immunomodulation with exogenous IL10 promotes macrophage recruitment and migration, promotes motor unit regeneration and axonal extension; polarizes macrophages toward an anti-inflammatory phenotype and promotes recovery when repair is delayed

As IL10 was one of the most significantly downregulated genes in the macrophage population when repair is delayed, we next explored the potential of exogenous IL10 to modulate the early immune response at the site of nerve repair. 

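Ordered by p-value in edgeR, Il10 was number 11 of the genes tested in macrophages at day 5, with a p of 3.77e-04, and number 26 by size of fall. At day 14 it was at -0.024 (SE 0.20). The log2 fold change of Il10 at day 14 minus that at day 5 was 0.98 (SE 0.33), with an edgeR p of 0.00555 that did not pass adjustment. In Schwann cells at day 5, Il10 was at -0.79 (SE 1.4), and at 1.47 without immediate replicate 4. The list of IL-10 signaling genes had a median log2 fold change of -0.085 in macrophages at day 5, with 10 of 14 genes lower. Its adjusted p was 0.0105 under camera and 0.161 under fry, and 0.792 under camera without the 3 genes with the smallest p, Il10, Il6 and Il1a.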

S100 mice were also used to determine macrophage recruitment and SC migration within the regenerated nerve bridge 10 days (mid-stage) after repair a short 5-mm conduit^35^. Analysis of confocal images of the whole regenerative bridge indicated significantly higher recruitment of macrophages and their migration along the nerve bridge (CD68+, red) in the presence of exogenous IL10 (*P* < 0.005, Fig. 5). The Schwann cell migration along the regenerative bridge distal to the proximal stump (GFP+) was also increased especially at the center of the regenerative bridge (Fig. 5d).

**Fig. 5:**
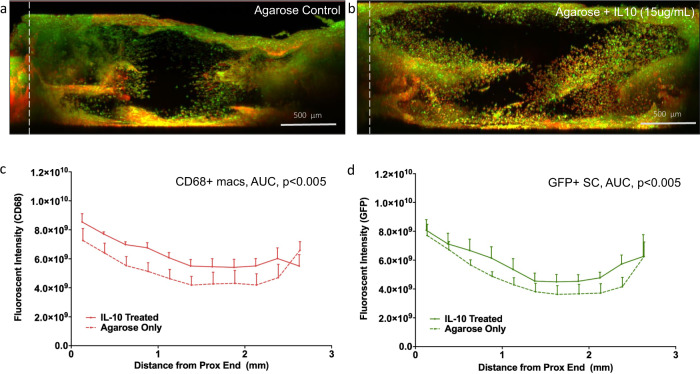
Transient immunomodulation of macrophage phenotype with exogenous IL10 promotes macrophage recruitment. Representative regenerative bridges from S100b GFP mice after immunohistochemistry staining with CD68 + macrophages (red) GFP + Schwann cells 10 days after 5-mm conduit repair augmented using agarose without (**a**) and with (**b**) IL10 (15 µg/mL) (white line indicates the location of the proximal stump). **c** Total number of recruited CD68 + macrophages (area under the curve, AUC) and SC (**d**) is increased in the presence of exogenous IL10 (*P* < 0.005). Sciatic nerve was transected in WT mice and repaired immediately with a 5 mm conduit filled with 0.7% agarose loaded with IL10 at 15 µg/mL or unloaded (negative control). Fluorescent intensity determined for contiguous 250 µm ROIs.

We next determined the does-response curve for IL10 at the site of peripheral nerve repair in mice. Exogenous IL10 was added to an agarose hydrogel within a short 5-mm gap defect^35^ and demonstrated a markedly dose-dependent effect; reaching a peak response at 15 µg/mL (*P* = 0.01, Fig. 6a) and then declining. We selected 0.7% agarose as a hydrogel delivery vehicle for IL10 as it is biocompatible and has minimal effects on motor unit regeneration^35,53^. No differences were observed between empty and agarose filled conduits as also seen in previous work^35^. A similar effect was seen in cranial tibial muscle weights (L:R ratio) although no significant differences were observed (Supplemental Information and Fig. 4). Therefore, 15 µg/mL IL10 mixed in 0.7% agarose was used for all subsequent experiments in mice.

**Fig. 6:**
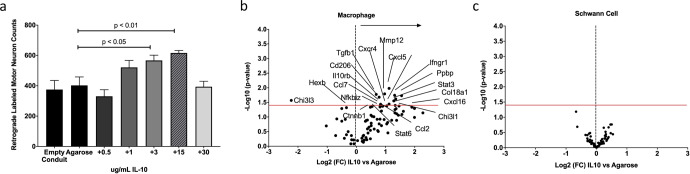
Transient immunomodulation produces a dose-dependent improvement in motor neuron regeneration. **a** Dose-dependent effect of exogenous IL10 in mice 8 weeks after repair. Number of retrograde-labeled regenerating MN were significantly elevated in the 3 µg/mL and 15 µg/mL IL10 groups (*P* < 0.05, *P* < 0.01, Dunnets vs agarose only control). **b** IL10 modulates local macrophage (**b**) but not Schwann cell (**c**) response. Gene expression (nanoString) of macrophages and Schwann cells isolated from the repair site by FACS 3 days after sciatic nerve repair in the presence (15 µg/mL) and absence (agarose only) of IL10. Significantly different gene expression above the horizontal red line representing false discovery rate (*P* <0.05, nSolver, Naonstring). **c** No differences were observed in SC gene expression at the same time point.

To evaluate the effects of immunomodulation with exogenous IL10 on macrophagfe and SC gene expression FACS was used to isolate macrophages and SCs from S100 mice using a previously validated approach^38^ and gene expression for cell type evaluated against a custom panel of digitally barcoded probes (Nanostring^TM^)^34^. Exogenous IL10 promoted the expression of genes associated with anti-inflammatory response in macrophages, including Stat3, Stat6, IL35, Tgfb1, Cxcl16, and Chi3l1 (Fig. 6b, *P* < 0.05). Genes associated with ECM breakdown (Ccl7, Mmp12) and angiogenesis (Cxcl5, Cxcr4) also demonstrated significantly higher expression in macrophages after exogenous IL10 delivery. No significant differences were identified in Schwann cells gene expression (Fig. 6c). No sex effects were identified in either population.

Finally, to explore the therapeutic potential of exogenous IL10 after delayed repair, we used a CP-TIB repair paradigm. Exogenous IL10 improved recovery delayed repair demonstrated by the significant increase in the number of retrograde-labeled motor neurons (Fig. 7a, *P* < 0.01) and a significant increase in rennervated muscle weight (Fig. 7b, *P* < 0.02).

**Fig. 7:**
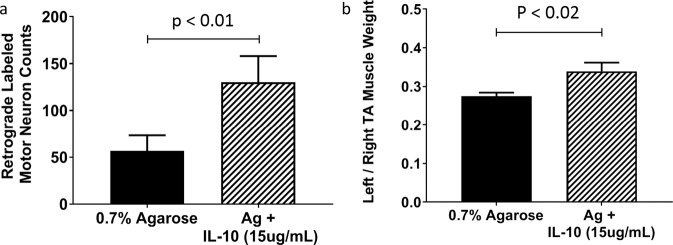
Exogenous IL10 significantly improves recovery of reinnervation after delayed repair. Number of regenerated motor neurons (**a**, *P* < 0.01) and left:right TA muscle mass (**b**, *P* < 0.02) significantly increased with transient immunomodulation of murine sciatic nerve repair with exogenous IL10 (15 µg/mL) vs agarose only control 8 weeks after repair. The tibial (TIB) nerve branch was transected in mice. After 8 weeks of delay, the proximal (common peroneal, CP) and distal (TIB) stumps were aligned and sutured 1 mm into a 5-mm silicone nerve conduit to create a noncritical defect (3 mm) in a CP-TIB graft. Retrograde labeling was conducted 8 weeks after repair. Significance set at *P* < 0.05 using *t* test.

### Immunomodulation with exogenous IL10 promotes axonal growth and formation of neuromuscular junctions 8 weeks after transection and repair in rats

To validate these results in different species and begin to translate them, a subset of experiments were repeated in rats. For these experiments, transgenic rats expressing green fluorescent protein (GFP) under the Thy1 promotor (Thy1-GFP) in their peripheral axons were used^54,55^. These animals demonstrate a similar pattern of recovery after nerve injury to the WT background^56^.

In these animals, as in mice, the response of axonal extension to exogenous recombinant rat IL10 demonstrated dose-dependent effects with a peak at 3 µg/mL for both GFP + axonal profiles per contiguous region of interest (ROI) and total GFP + volume within the 8 mm gap defect (Fig. 8a–c). We next evaluated macrophage recruitment (CD68+, green) to the regenerative bridge 21 days after injury, and we identified increase recruitment when exogenous IL10 was used at the time of repair (Fig. 9, *P* < 0.04). To determine recovery in a transection model, the most common type of PNI, rhodamine-ɑ-bungarotoxin conjugated to Alexa Fluor-594 was used to label postsynaptic terminals within EDL muscle^54^. Eight weeks after direct repair supported by subepineural injection with 50 µL of 0.7% agarose ±3 µg/mL IL10, the proportion of innervated neuromuscular junctions was significantly increased in the IL10 group (Fig. 10, *P* < 0.05).

**Fig. 8:**
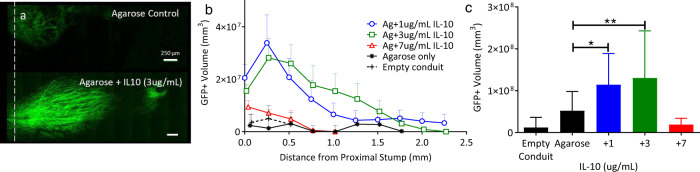
Transient immunomodulation in rats promotes dose-dependent axon extension. **a** Representative flattened z-stacks of regenerative bridges 21 days conduit repair. Bridges shown are agarose (ag) only or ag + IL10 (3 µg/mL). The White dashed line denotes the proximal stump. **b** GFP + axons per 250 μm contiguous ROI extending from the proximal stump. **c** Dose-dependent effect of exogenous IL10 with significantly increased axonal extension at 1 and 3 µg/mL (Dunnets to agarose only, *P* < 0.05) but not 7 µg/mL. GFP expression depicted as total GFP + axon volume. Data are mean and standard error (s.e.). *n* = 6–8 animals per group, male and female.

**Fig. 9:**
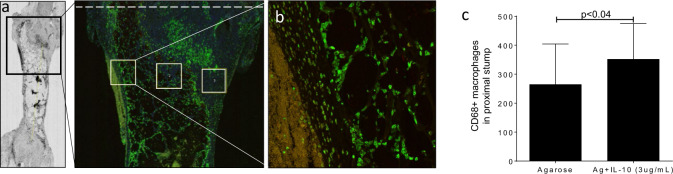
Transient immunomodulation in rats promotes macrophage recruitment. **a** Representative regenerative bridge after immunohistochemistry staining with CD68 + macrophages (green) 10 days after placement of a 10 mm conduit after sciatic transection. Counts obtained from three 500 µm × 500 µm regions of interest (ROI, white rectangles) per section (three sections/animal) per group. ROI placed on the periphery of the proximal stump of the regenerative bridge and centrally (white dashed line indicates the proximal stump). **b** Selected region of interest. Total number of CD68 + macrophages is increased (**c**) in the presence of exogenous IL10 (*P* < 0.04, *t* test).

**Fig. 10:**
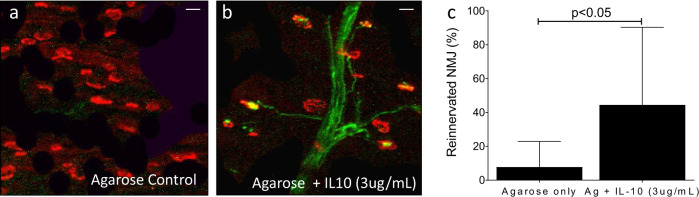
Immunomodulation promotes neuromuscular junction formation 8 weeks after injury. EDL muscle of GFP rats 8 weeks after sciatic conduit repair with exogenous IL10 (3 µg/mL) shows the increased formation of neuromuscular junctions (NMJ, *P* < 0.05). Representative images of terminal axons (green) innervating postsynaptic Acetylcholine receptors labeled with rhodamine-ɑ-bungarotoxin (red) conjugated to Alexa Fluor-594 in control (**a**) and treated groups (**b**). The proportion of innervated NMJ standardized to contralateral control indicates a significant increase in NMJ formation with exogenous IL10 (**c**, *P* = 0.049, two-tailed *t* test, *n* = 8 per group, 4 male, 4 female).

## Discussion

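In Schwann cells at day 5, the inflammatory response list had a median log2 fold change of 0.33 for delayed over immediate repair, with 9 of 43 genes lower and an adjusted p of 8.27e-05 under camera and 0.206 under fry. Saa3 was at 4.20 (SE 1.42), Tlr2 at 2.09 (SE 0.78) and Ccl7 at 2.28 (SE 0.91). With the mean level of macrophage marker genes as a covariate, chosen after the list's result was seen, the camera adjusted p was 0.623. At day 14 the list had a median of 0.10 and a camera adjusted p of 0.929.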

We have found that delayed nerve repair produces a downregulated inflammatory response within macrophage and SC populations. This diminished response in these critical cell populations may contribute to poor functional outcomes when repair is delayed^3,5,6^ in addition to the loss of association between SC and their axons^2,6,7,10^ and alteration in extracellular matrix components in the distal degenerated nerve stump^2,7,9,10^. We demonstrated that pathways associated with angiogenesis, the immune response and axon guidance are downregulated early after delayed repair and that many of these pathways are upregulated later in the response.

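The axon guidance list had a median log2 fold change of 0.071 in macrophages at day 5, with a camera adjusted p of 0.949. In Schwann cells at day 5 the median was -0.42, with 24 of 31 genes lower and an adjusted p of 4.58e-04 under camera, 0.0641 under fry and 0.0318 with an estimated correlation. Srgap2 was at -0.67 (SE 0.21), L1cam at -1.33 (SE 0.42) and Srgap1 at -1.67 (SE 0.60). At day 14 the list had medians of 0.056 in macrophages and -0.0099 in Schwann cells, with camera adjusted p-values of 0.488 and 0.787. Between the days the Schwann cell list shifted upward by a median of 0.68, with an adjusted p of 2.84e-04 under camera and 0.178 under fry. The angiogenesis list in Schwann cells had medians of -0.13 at day 5 and 0.13 at day 14, with camera adjusted p-values of 0.389 and 0.787.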

Effective neuroregeneration after peripheral nerve injury requires a robust macrophage response; macrophages are the predominant cell type at the site of nerve repair in the first few days after injury and these cells are responsible for the formation of a polarized microvasculature which directs SC migration within the regenerative bridge^19–21,25,41^. Here, we demonstrated that immunomodulation of this macrophage response, occurring early in the repair process, can dramatically influence downstream regenerative events and lead to improved recovery. The selection of IL10 as a target for early immunomodulation was supported by both the downregulation of IL10 in macrophages following delayed repair in addition to casual pathway analysis of RNA sequencing data identifying IFNɣ, downregulated by IL10^49,52^, as a key upstream regulator of temporal changes in macrophage gene expression^34^.

Prior work has demonstrated that IL10 expression is upregulated in the distal stump following nerve crush injury reaching a peak at day 7 and returning to basal levels by day 14^51^ and that this is coincident with the migration of macrophages to the injury site. Although SC and fibroblasts also contribute to the IL10 expression^57^, the majority of expression is by macrophages^51,58,59^ peaking at day 7 after injury to reduce collagen level and scarring^60^ to promote myelination and neuroregeneration. However, macrophage-derived IL10 can have an inhibitory effect on the differentiation of neighboring cells into classically activated macrophages^61^ which may result in a self-regulation of macrophage populations at the site of injury and possibly by inhibiting further macrophage recruitment and debris removal.

In this study, we focused on nerve transection injury, as although less common than nerve crush, the recovery outcomes are significantly inferior to crush^62–64^. In the context of nerve crush, IL10 is upregulated in the distal segment reaching a peak of expression at day 7 and then returning to basal levels at day 14^51^.

We demonstrated that the addition of exogenous IL10 at the site of nerve injury polarizes the macrophages toward anti-inflammatory response and promotes macrophage recruitment, Moreover, we indicated a dose-dependent effect of exogenous IL10 in both mice and rats. Similar effects have been reported previously in which low dose of IL10 has resulted in better regeneration of damaged axons and greater myelination^58,60^ while the higher concentration had no beneficial effects on neural regeneration^58,65^. Immunomodulation with exogenous interleukin-4 (IL4) has also been shown to promote macrophage migration and axon extension at the site of nerve repair^66^.

Our data provide a clearer picture of such dose-dependency and the therapeutic potential of this approach in two different species. Previous studies have shown a direct correlation between monocyte chemoattractant protein (MCP1) and IL10^67^. MCP1 plays a critical role in innate immunity by directing the migration of monocytes into injury sites^67,68^. Despite the inhibitory effect of IL10 on INF and TNF, two key players in macrophage recruitment^51,65^, the upregulation of MCP1 production by IL10 can result in a higher level of macrophage recruitment into the injury site. In our study, immunofluorescence labeling indicates statistically significant higher macrophage recruitment to the site of nerve injury in the presence of exogenous IL10 in both mice and rats. The migration of macrophages and SCs from both proximal and distal stumps towards the middle of the nerve bridge in mice indicates the positive effect of exogenous IL10 in recruiting and migration of macrophages.

Although we show that SC gene expression is unaltered by the addition of exogenous IL10, we also demonstrated increased SC migration and axonal extension which suggests that the beneficial effects of exogenous IL10 may be mediated by the macrophage response to injury^19^. The role of macrophages after a delayed repair has not been previously evaluated. Most efforts to improve repair after nerve injury have focused on manipulating events occurring realtively late in the repair process, manipulating SC populations, and promoting axon extension^27–32^.

Delayed repair with a nerve graft is associated with poorer outcomes both experimentally and clinically. In a different experimental context, a prior crush injury or “conditioning lesion” 2 weeks prior to transection with immediate repair has been shown to increase the rate of axonal extension^69^.

This type of conditioning lesion produces a strong cell body response in axotomized remote dorsal root ganglion neurons^70^ including the release of inflammatory cytokines and activation of DRG resident macrophages^71,72^. More recent work has delineated differences in the inflammatory responses at the nerve injury site and the DRG in response to this type of conditioning lesion and this preactivated inflammatory state likely contributes to accelerated repair following a conditioning crush lesion. Analysis of the immune response to sciatic nerve injury identifies efferocytosis as a key mechanism of nerve debridement^47^.

Together our data demonstrate that macrophage gene expression, recruitment and migration at the site of nerve injury can be profoundly influenced by transiently altering the microenvironment at the site of repair with the addition of an exogenous cytokine; and that this produces significant downstream consequences for axonal extension and neuromuscular junction formation. We also showed that the effects of delayed repair on macrophage phenotype can be partially rescued through the addition of an exogenous ligand. These effects are induced by a cytokine with a very short duration of action which suggests that manipulation of the macrophage response early after injury or graft can lead to long-term improvements in outcome^73,74^.

## Methods

### Experimental model and subject details

Animal studies were performed in accordance with the PHS Policy on Humane Care and Use of Laboratory Animals, the NIH guide for Care and Use of Laboratory Animals, federal and state regulations, and was approved by the Cornell University Institutional Animal Care and Use Committee. Animals were brought into the research unit and given at least 5 days acclimatization period prior to any procedure. Daily record logs of medical procedures were maintained. Rodent cages were replaced weekly. Animals were on a 12/12 h light–dark cycle and allowed food and water ad libitum. Group housing prior to medical procedures provided socialization. ARRIVE guidelines for reporting in vivo experiments were used throughout^75^.

Experiments were conducted in mice and rats. *Mice*: The C57BL/6J (JAX # 0664) strain and mice expressing Green Fluorescent Protein (GFP) under the human S100β promoter (JAX #05621) were obtained from Jackson Laboratories. Mice were bred in-house in stable colonies, and genotypes were confirmed by PCR (Transnetyx, Cordova, TN). To generate IL10R^F/F cre+^ (experimental) and IL10R^F/F cre−^ (control) mice, Jax stock J028146; B6(SJL)-Il10ra^tm1.1Tlg^/J—also known as IL10Rα^flox^, was crossed with Jax stock J004781; B6.129P2-Lyz2^tm1(cre)Ifo^/J, then backcrossed to create litters with animals homozygous for the flox gene, and with (experimental) and without (control) the cre gene. Mouse genotypes from tissue biopsies were determined with specific probes designed for each gene by a commercial genotyping service (Transnetyx, Cordova, TN).

*Rats*. We assessed the effects of immunomodulation on axon extension and neuromuscular junction formation in rats expressing GFP under the Thy1 promoter in their axons. These rats were generated by pronuclear injection of the Thy1-GFP plasmid of the mouse line (BOR1-tg plasmid)^54^ and have similar motor and sensory neuronal architecture, over ground and skilled locomotion, muscle force, muscle weights and histomorphometric assessments to wild-type rats^56^.

#### Animal injury model

Animals were anesthetized with 3% isoflurane and maintained under anesthesia with 2% isoflurane and oxygen. Analgesia was provided by subcutaneous buprenorphine simbadol (0.1 mg/kg) injection pre-operatively and 24 h after surgery. All surgical procedures were performed using sterile microsurgical technique with an operating microscope (Superlux 40, Carl Zeiss).

To create the CP-TIB nerve graft, a freshly axotomized common peroneal (CP) nerve branch was grafted to the acutely or chronically denervated tibial (TIB). To mimic a delayed graft, the TIB nerve branch was transected 2–5 mm distal to the sciatic trifurcation and sutured to the quadriceps muscle. After 8 weeks of delay^7^, the proximal (CP) and distal (TIB) stumps were aligned and sutured into either end of a 5 mm silicone conduit (Tuzic, Siliclear tubing, 4.6 mm OD, 1.98 mm ID) with 10/0 ethilon sutures to produce the CP-TIB graft with an interposed silicone conduit for cell and protein isolation. Immediate repair was achieved similarly but with immediate CP-TIB cross-suture (graft).

### FACS for cell isolation

Mice were euthanized at 5 or 14 days (*n* = 8 per time point, 4 males and 4 females) after repair to describe the early and mid-immune responses to nerve injury. Macrophages and Schwann cells were collected for RNA sequencing using FACS as we have previously validated^38^ and described^34^.

In brief, the regenerative bridge was harvested within the conduit by transecting the proximal and distal nerve stumps 1 mm from the end of the conduit. The epineurial sutures were cut and the regenerative bridge was removed from the conduit and placed in a Petri dish with 1 mL RPMI-1640 (Corning) and was cut into 0.5 mm pieces. The tissues were then transferred to a 50 mL conical with 10 mL of digestion buffer. Single bridges from each animal were used and bridges were not pooled. The digestion buffer comprised of 3 mg/mL collagenase type I (Sigma), 1 mg/mL hyaluronidase (Sigma), and 0.5 mL of 1 mM HEPES in RPMI-1640. After 1 h digestion in a 37 °C water bath, tissues were strained through a 70-μm mesh strainer (BD Biosciences) to obtain a single-cell suspension. The cells were centrifuged at 300 × *g* for 10 min. The cell pellet was resuspended in 0.5% BSA (Sigma) in DPBS and cells were plated on a v-bottom 96-well plate (Nunc, Thermo Scientific) for antibody staining and FACS.

Cells were labeled for FACS for 45 min at 4 °C using species-specific antibodies to label macrophages and other immune cells^34,38^. Cells were washed two times after labeling. All wash steps were performed with 0.5% BSA in DPBS and propidium iodide (PI) was added after labeling as a viability marker. Prior to sorting, the nozzle, sheath, and sample lines were washed with RNAse Away (Ambion) for 15 min then flushed with preservative-free sheath solution (Biosure) for 2–3 min to remove RNases. A 100-μm ceramic nozzle (BD Biosciences), sheath at the pressure of 20 psi, flow rate <3 μL per second and acquisition rate of <3000 events per second were used as conditions optimized for neuronal cell sorting as previously described^76^. Cells were analyzed and sorted using FACS (BD Biosciences, AriaIII) and FACSDiva software (BD Biosciences version 6.1.3). The fluorochromes were excited with the instrument’s 405-, 488-, 532-, and 633-nm lasers. The appropriate detection filters were used. Compensation beads (OneComp, eBioscience) were used to set the compensation matrix. Fluorescence was determined by gating against appropriate controls (unstained, fluorescence minus one) on samples prepared in parallel. Gates were set such that less than 1% of positive events were recorded when acquiring the corresponding negative control.

Cells were gated on forward and side scatter areas for general cell size, forward scatter height and width to exclude doublets, forward scatter and PI to exclude dead cells, and F4/80 versus APC to remove cells in the dump channel (APC). Macrophages were defined as all viable single cells that were PI^−^ APC^−^ F4/80^+^ CD14^+^ CD16/32^+^ CD11b^+^. Schwann cells were defined as all viable single cells negative for all markers and showing GFP^+^ (PI^−^ APC^−^ F4/80^−^ CD14^−^ CD16/32^−^ CD11b^−^ GFP^+^). Antibodies used were as follows (antibody/probe, clone, fluorophore, distributor/cat no., specificity): CD16/32, 1:50, BV-605, BD Biosciences/563006, Pan macrophage; F4/80, 1:400, PE-Cy7, eBioscience/25-4801, Pan macrophage; CD11b, 1:200, Pacific Blue, BioLegend/101224, Pan macrophage; CD14, 1:100, PE, eBioscience/12-0141, Pan macrophage; Ly6G, 1:100, APC, eBioscience/17-9668, Neutrophils; Siglec F 1:64, APC, Miltenyi Biotec/130-102-241, eosinophils; CD19, 1:400, APC, eBioscience/17-0193, B lymphocytes; CD3e, 1:800, APC, eBioscience/17-0032, T lymphocytes; Thy1.2 1:800, APC, eBioscience/17/0902, fibroblasts; CD31, 1:200, APC, BD Biosciences/551262, endothelial cells; Ter119 1:200, APC, eBioscience/17-5921, Red blood cells; PI, 1:200, eBioscience, 00-6990, Viability. Dilutions were determined by titration. To assure specificity, purity checks were performed by re-analyzing a subset of sorted cells and only sorts with >80% enrichment were accepted. For each cell type, 1000 cells were sorted into 0.5% BSA in DPBS in RNase-free, lo-bind Eppendorf tubes (Zymogen). Sorted cells were centrifuged at 350 × *g* for 6 min. The supernatant was carefully removed, and the cells were sorted in 10 μL of RNase-free water at −80 °C until processed for RNA sequencing.

### RNA sequencing

#### RNA isolation

Total RNA from isolated macrophages and SC obtained from FACS was purified using Trizol (Thermo Fisher) according to the commercial protocol with the following additions: after the first phase separation, an additional chloroform extraction step of the aqueous layer in Phase-lock Gel heavy tubes (Quanta Biosciences); addition of 1–2 μL Glyco-blue (Thermo Fisher) immediately prior to isopropanol precipitation; two washes of the RNA pellet with 75% ethanol. RNA sample quality was confirmed using a Qubit3 (RNA HS kit; Thermo Fisher) to determine the concentration and with a Fragment Analyzer (Advanced Analytical) to determine RNA integrity.

#### RNA-seq library preparation for FACS-isolated cells

For macrophage and Schwann cells isolated by FACS, RNA from 1000 cells was amplified with the SMART-Seq v4 Ultra Low Input RNA Kit (Takara). Following Trizol purification, the RNA pellet was resuspended in 10.5 μL 1× reaction buffer. Half of the cDNA was used for PCR with 13 cycles of amplification yielding an average of 13 ng per sample for macrophages and 6 ng per sample for Schwann cells. TruSeq-barcoded libraries were prepared with the NEBNext Ultra II FS DNA Library Prep Kit (New England Biolabs) using 4 ng of amplified cDNA from macrophage samples and 1.5 ng from Schwann cell samples.

#### RNA-seq library preparation for tissue samples

Ribosomal RNA was subtracted by hybridization from 100 ng distal stump RNA samples using the RiboZero Magnetic Gold H/M/R Kit (Illumina) using a low-input protocol (Clontech). Following cleanup by precipitation, half of the rRNA-subtracted RNA was used to prepare TruSeq-barcoded libraries with the NEBNext Ultra II Directional RNA Library Prep Kit (New England Biolabs).

#### Illumina sequencing

Each RNA-seq library was quantified with a Qubit 2.0 (dsDNA HS kit; Thermo Fisher) and the size distribution was determined with a Fragment Analyzer (Advanced Analytical) prior to pooling equimolar amounts of each library for sequencing. Libraries were sequenced on a NextSeq500 instrument (Illumina) generating at least 20 M single-end 85 bp reads per library.

#### RNA-seq data analysis

Reads were trimmed for low quality and adapter sequences with cutadapt v1. (parameters: -m 50 -q 20 –a AGATCGGAAGAGCACACGTCTGAACTCCAG --match-read-wildcards). For the rRNA-subtracted distal stump libraries, residual rRNA-matching reads were removed with bowtie2 v2.2 (default mapping parameters, --un-gz <non-rRNA-reads.fastq.gz >). For gene expression analysis, reads were first mapped to the reference genome/transcriptome (mm10) using tophat v2.1 (parameters: --library-type=fr-firststrand --no-novel-juncs -G < UCSC_mm10_genes.gtf >). FPKM values and statistical analysis of differential gene expression were output from cufflinks v2.2 (cuffnorm/cuffdiff) (parameters: -C contrasts.txt --library-type=fr-firststrand as appropriate). Principal components analysis and heatmaps were generated with JMP v11 (SAS). Differentially expressed genes of each sample type (macrophages and SC) were further filtered to only include genes that has minimum CPM of 5 in more than five animals. The data was then analyzed in Correlation Engine (Illumina) to generate biogroups.

### Protein expression

Mice were euthanized 5 days after immediate and delayed repair. To generate an adequate amount of material for analysis, 8-mm conduits were used for this experiment. The biofluid inside the conduits was drawn using a 1-mL syringe and transferred into a Millepore tube with 0.22-µm filter (GV Durapore tube, Part# UFC30GV0S). The sample was washed with 100 µL PBS and then centrifuged at 10,000 × *g* for 2 min. The filters were removed, and the samples were transferred over ice and prepared for protein expression analysis using Luminex screening assay in a 12-plex panel based on the manufacturer’s protocol. The nonparametric Wilcoxon test was performed using JMP Pro 12 software (SAS Institute Inc., Cary, NC). Significance was set as *P* < 0.05 throughout.

### Macrophage phagocytosis assay

C57/BL6J were euthanized 5 days after immediate or delayed CP-TIB repair with a 5 mm conduit sciatic repair. The regenerative bridge was harvested within the conduit and digested for 1 h in 37 °C water bath in digestion buffer. The single-cell suspension was obtained by straining through a 70-μm mesh strainer (BD Biosciences). The cells were centrifuged at 300 × *g* for 10 min and then resuspended in 0.5% BSA (Sigma) in DPBS. The number of cells in each sample was counted using hemocytometer. The cells were then incubated for 1 h in 37 °C water bath with bioparticles (pHrodo™ Green Zymosan bioparticles, 75 particles per cell). The number of particles per cell was selected based on pilot titration study. After the incubation, the cells were washed two times with DPBS and were plated on a v-bottom 96-well plate (Nunc, Thermo Scientific) for antibody staining and FACS, as described^34,38^. Briefly, macrophages were identified using the four antibodies (F4/80, CD14, CD16/32, CD11b), and the phagocytosis performance of the macrophages was evaluated using the GFP signal related to phagocytosed bioparticles. The outcome measures were assessed using *t* test. Significance was set as *P* < 0.05 throughout.

### Promotion of recovery after delayed repair by exogenous IL10

Injury and delayed graft at 8 weeks was performed on C57/BL6J mice with an interposed 5-mm silicone conduit model. Conduits were filled with either 0.7% agarose loaded with 15 µg/mL of IL10, or 0.7% agarose only (control). An agarose concentration of 0.7% was chosen, as increasing agarose concentration has been previously found to be inversely related to extent and rate of neurite extension^53^.

Retrograde labeling was performed at 8 weeks after repair^35^.

Briefly, mice were anesthetized and the repaired nerve was transected 5 mm distal to the repair site. The nerve stump was soaked in 10% FluoroRuby in 2% DMSO for 1 h, rinsed, and replaced under the biceps femoris muscle. Mice were sacrificed 5 days later, perfused with chilled saline followed by 4% paraformaldehyde, and the spinal cord was harvested 5 mm cranial and 5 mm caudal to the L4-S3 region, which encompassed all retrograde-labeled motor neurons. Explanted cords were fixed in 4% paraformaldehyde overnight and optically cleared with increasing concentrations of tetrahydrofuran followed by dichloromethane, and finally dibenzyl ether^30^. Spinal cords were imaged at ×10 magnification with 6.4 µm z-stacks using a confocal microscope (Zeiss 510, Thornwood, NY; 561 nm). The entire motor neuron pool of all labeled cells was counted by a single blinded observer using a customized automated cell counting program in MATLAB (Release 2015a, The MathWorks, Inc., Natick, MA) based on 3D Laplacian Gaussian object detection.

To determine the effect of exogenous IL10 to rescue the deleterious effects of delayed nerve graft on regeneration of motor units. The number of regenerated motor neurons in the spinal cord was compared between agarose only (control) and agarose with IL10 (treatment) groups using two-sided *t* test with significance set as *P* < 0.05.

### Macrophage recruitment and schwann cell migration in murine regenerative bridge

S100β eGFP mice were euthanized at 10 days after repair (for both treatment groups) to determine macrophage recruitment and SC migration. The regenerative bridge was harvested within the conduit by transecting the proximal and distal sciatic nerve stumps 1 mm from the end of the 5-mm conduit. The epineurial sutures were cut and the regenerative bridge was removed from the conduit and fixed overnight in 4% paraformaldehyde. To stain macrophages, the bridge was then incubated in goat-blocking serum and casein mixture for 5 h. The sample was washed in PBS and then incubated in macrophage-specific primary antibody (1:50 CD68, Abcam) overnight. After the wash step, the regenerative bridge was transferred into secondary antibody solution (1:200 biotinylated goat anti-rabbit IgG, Vector Laboratories) and incubated overnight. Sample was washed again in PBS and transferred into Texas-Red conjugate solution (1:200, Life Technologies) and incubated overnight. The sample was then washed and incubated in DAPI solution (1:1000) overnight. After the final wash in PBS, the sample was immersed into DIX solution (a mixture of n-methyl-d-glucamine, diatrizoic acid, 60% iodixanol and 2% sodium azide) to clear the tissue. All the wash steps were done twice in PBS over a rocking table for 30 min each. All the incubation steps were done at room temperature on a turning wheel at 20–40 rpm.

Samples were then mounted on slides while immersed in DIX solution and the entire regenerative bridge was imaged using tiled, Z stack imaging (Zeiss 710 confocal). The macrophage and SC presence and distribution within the regenerative bridge was quantified by the summation of the fluorescent intensity of each channel (GFP green: SC, Texas red: macrophage, DAPI blue: all cells) at 250 µm intervals from the distal end of the proximal stump using ImageJ. Results were analyzed with group—agarose only (control) or agarose with IL10 (15 µg/mL) concealed to the observer. Differences in total numbers of macrophages were determined using two-tailed *t* test with *P* < 0.05.

### Axon extension and formation of neuromuscular junctions in rats

We assessed axon extension after acute injury and the formation of neuromuscular junctions (NMJ) at 8 weeks in Thy1-GFP rats. Rats were anesthetized with 5% isoflurane, and maintained under anesthesia with 1–2% isoflurane. Analgesia was provided by Meloxicam (2 mg/kg) pre-operatively and 24 h post-operatively. The sciatic nerve was exposed and a 10-mm silicone conduit placed between the transected nerve ends and sutured with single 10/0 sutures to create an 8 mm defect. The conduits were either filled with 0.7% agarose hydrogel, or three different concentrations of rat-specific IL10 (1 µg/mL, 3 µg/mL, 7 µg/mL, recombinant rat IL10, Peprotech, part #400-19) with 0.7% agarose as a carrier. The muscle and skin were re-apposed using 6-0 Ethilon sutures. Body temperature was maintained by an electrical heating pad placed below rat within the surgical field; body temperature and heating pad temperature were monitored to maintain physiologic body temperature. All surgeons were blinded to treatment groups during surgical procedures and tissue harvests.

To determine axon extension after injury, five groups of animals (IL10 at 1, 3, or 7 µg/mL in 0.7% agarose, unloaded agarose or empty conduit, *n* = 6–8 animals/group, male and female) were allowed to recover for 21 days. Animals were then anesthetized and euthanized (pentobarbital (250 mg/mL, 4 mL/kg), and the regenerative nerve bridge was harvested. Bridges were placed in a well with PBS and imaged using confocal microscope (Zeiss LSM510 confocal). One spectral window for the emission profile of GFP (488 nm) and the entire extension of the regenerative bridge was imaged using tiled, Z stack images. Axonal outgrowth from the distal stump was quantified by evaluating axonal regenerative profiles extending through contiguous regions of interest (ROI) at 250-µm intervals from the distal end of the proximal stump using BitPlane (Imaris) and calculating GFP + volumes for each ROI. Differences between groups were determined by evaluating GFP + volume and the interaction between dose and contiguous ROI in a mixed-effect model, in the same group of animals.

To determine the effect of exogenous IL10 on neuromuscular junction formation, two groups of animals (*n* = 8/group) underwent sciatic transection and a silicone conduit repair (10 mm) filled with 3 µg/mL IL10 in 0.7% agarose or agarose only (negative control). Animals were euthanized at 8 weeks NMJ formation in the extensor digitorum longus (EDL) muscle was assessed for terminal axons (green) innervating postsynaptic acetylcholine receptors (AChRs), labeled with rhodamine-ɑ-bungarotoxin (red) conjugated to Alexa Fluor-594^54^. Briefly, the EDL muscles were harvested bilaterally for whole-mount confocal microscopy. The muscles were dissected into four separate muscle bellies to create thinner samples. The muscles were placed on Pyrex resin-coated dishes and stained with rhodamine alpha-bungarotoxin conjugated to Alexa Fluor-594 (2.5 µg/mL; Thermo Fischer Scientific, CA) at room temperature for 30 min to label the acetylcholine receptors in the postsynaptic membrane. The muscles were rinsed with phosphate-buffered saline and mounted under a coverslip for confocal microscopy. The concentration of alpha-bungarotoxin conjugate was validated using a dose curve in untreated GFP rats. The muscles were imaged using a Zeiss LSM510 confocal microscope. Two spectral windows using the Zeiss Zen image software were used: one using the emission profile of Alexa Fluor-594 (590 nm) and the emission profile of GFP (488 nm). To evaluate the thicker muscle samples, four equidistant z-series (stack) were taken across the muscle sample to acquire images of a minimum of 100 motor end plates. The observer was blinded to the treatment group at the time of acquisition of imaging and during image analysis. The images were used to count the number of innervated and non-innervated motor end plates; innervation was determined by the extension of a GFP-expressing axon to a positively labeled motor end plate. The proportion of innervated NMJ was standardized to each contralateral control.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplemental Figures

Reporting Summary

## Data Availability

RNA sequencing data are available at the Gene Expression Omnibus (GEO) hosted by the National Institutes of Health (https://www.ncbi.nlm.nih.gov/geo/info/submission.html): Accession number GSE217172. Additional datasets generated during and/or analyzed during this study are available from the corresponding author upon reasonable request.

# Supplementary material for: Delay modulates the immune response to nerve repair
**Source:** NPJ Regen Med. 2023 Feb 27;8:12. doi: 10.1038/s41536-023-00285-4
**Supplement:** Supplementary file 1 — Supplemental Figures

## Supplementary Figures

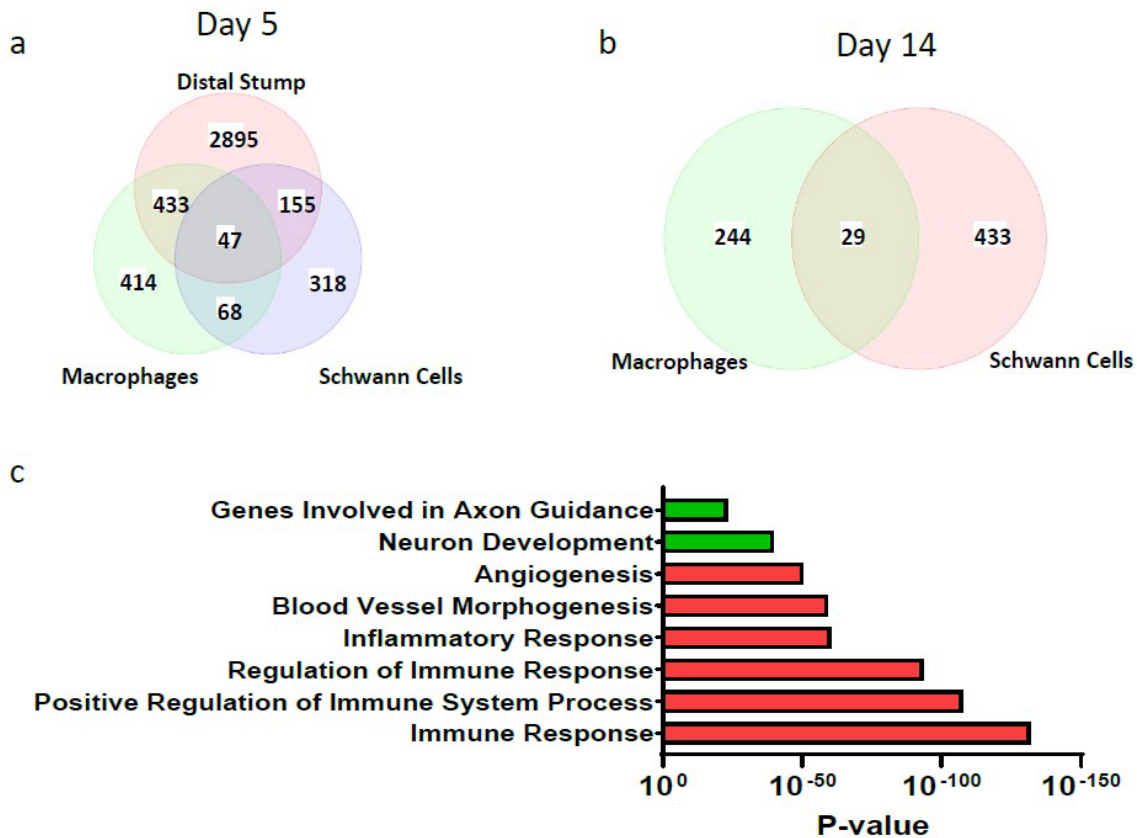

Supplemental Figure 1. Delay in the repair of the nerve after peripheral nerve injury results in impaired regeneration at distal stump. (a,b) Numbers of differentially expressed genes between immediate and delayed repair in the distal stump and in, macrophage and Schwann cell populations at day 5; and in mac and SC populations at day 14 after injury. (c) RNA sequencing results (delay repair vs immediate injury and repair) of the distal stump after repair shows downregulation (red) of immune response and angiogenesis in distal stump 5 days after repair (n=8 per group, 4 male and 4 female). Pathways associated with axon guidance and neuron development were upregulated in the distal nerve stump 5 days after repair. Distal nerve stumps were not evaluated at 14 days.

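At an adjusted p under 0.05, 0 genes were shared between macrophages, Schwann cells and distal stump at day 5 in any pair, and 0 between macrophages and Schwann cells at day 14. At an unadjusted p under 0.05 in both, macrophages and Schwann cells shared 45 genes, with 20.7 expected for independent genes, 37 changed in the same direction and a Fisher's exact p of 5.35e-07 at day 5. Macrophages and stump shared 151 genes, with 149 expected for independent genes, 95 changed in the same direction and a Fisher's exact p of 0.433. Schwann cells and stump shared 242 genes, with 184 expected for independent genes, 200 changed in the same direction and a Fisher's exact p of 2.08e-08. At day 14 macrophages and Schwann cells shared 13 genes, with 6.32 expected for independent genes, 8 changed in the same direction and a Fisher's exact p of 0.0107. These tests treat genes as independent replicates, which they are not, and the libraries compared come mostly from the same animals.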

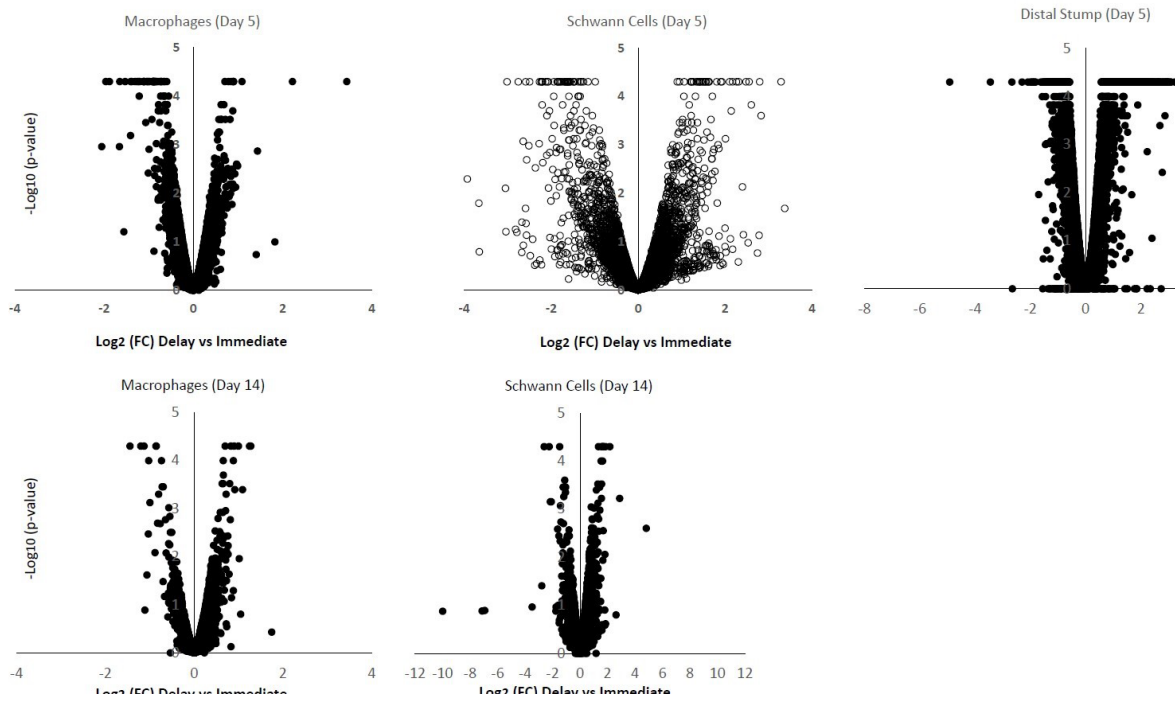

Supplemental Figure 2. Volcano plots of differentially expressed (DE) genes. Demonstrating log 2 foldchange (FC) for delayed and immediate repair groups. Data shown for mac, SC and distal stump 5 days after repair and mac and SC 14 days after repair. Animals as figure S1.

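Of the genes with an unadjusted p under 0.05 at day 5, 226 of 435 were lower after delayed repair in macrophages. In Schwann cells 192 were higher and 313 lower, and 2489 and 2217 in the distal stump. At day 14 they were 103 and 87 in macrophages and 222 and 151 in Schwann cells. Among stump genes past the adjusted threshold in edgeR, the log2 fold changes of the largest falls were -6.47 (SE 0.53) for Col2a1, -6.14 (SE 0.50) for Gjb1, -5.91 (SE 0.57) for Shh and -5.45 (SE 0.39) for Slc17a8, followed by Syt4. Large rises included 5.07 (SE 1.32) for Ttn, 3.49 (SE 1.08) for Neb, 2.66 (SE 0.54) for Gad2 and 2.13 (SE 0.68) for Eno3. Without delayed replicate 5, Ttn was at 2.39, Neb at 1.25 and Eno3 at 0.79.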

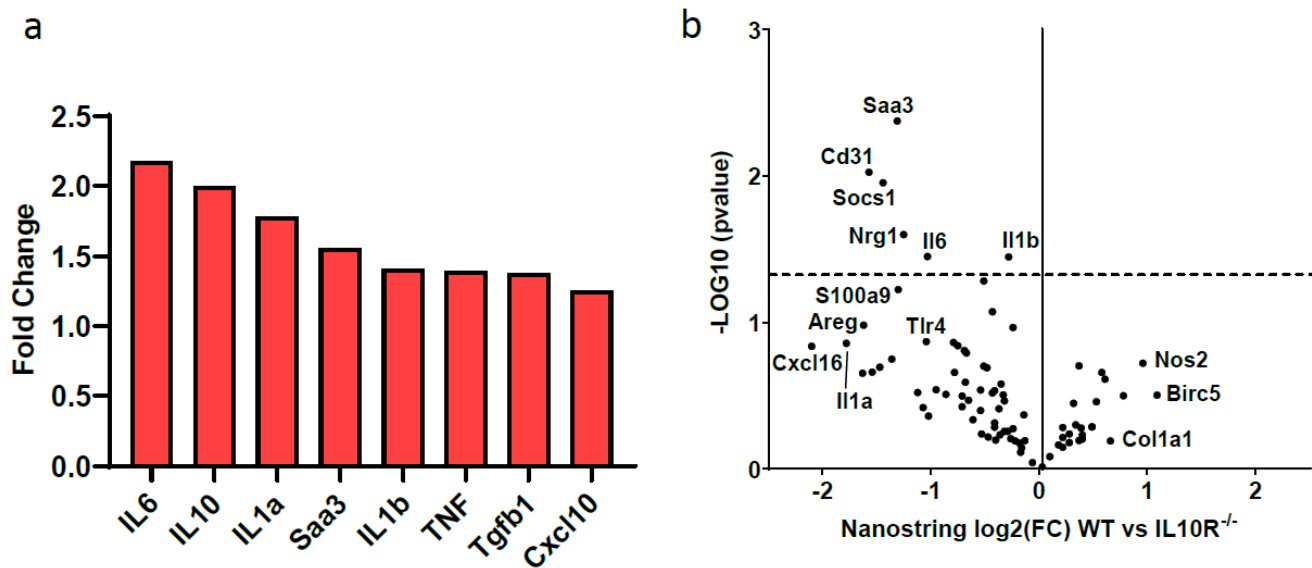

Supplemental Figure 3. IL10 is a key upstream regulator of immune response and alters expression of pro-inflammatory genes by macrophages after injury. Ranked fold change in immune response related genes obtained from RNA sequencing results in WT mice showing ranked relative downregulation of single genes following delayed repair (a, animals as figure S1.).(b) Effect of IL10ra deletion on macrophage gene expression 3 days after immediate repair demonstrating significant increases in expression of pro-inflammatory genes in macrophage population. P-values were obtained from nSolver software, with the false-discovery rate corrected level of significance indicated by the horizontal dotted line. Significance set at  $p < 0.05$ . Macrophages were sorted from sciatic nerves of IL10ra<sup>-/-</sup> and WT mice that were transected and repaired with an empty conduit 3 days before harvest n=6 per group, 3 males and 3 females).

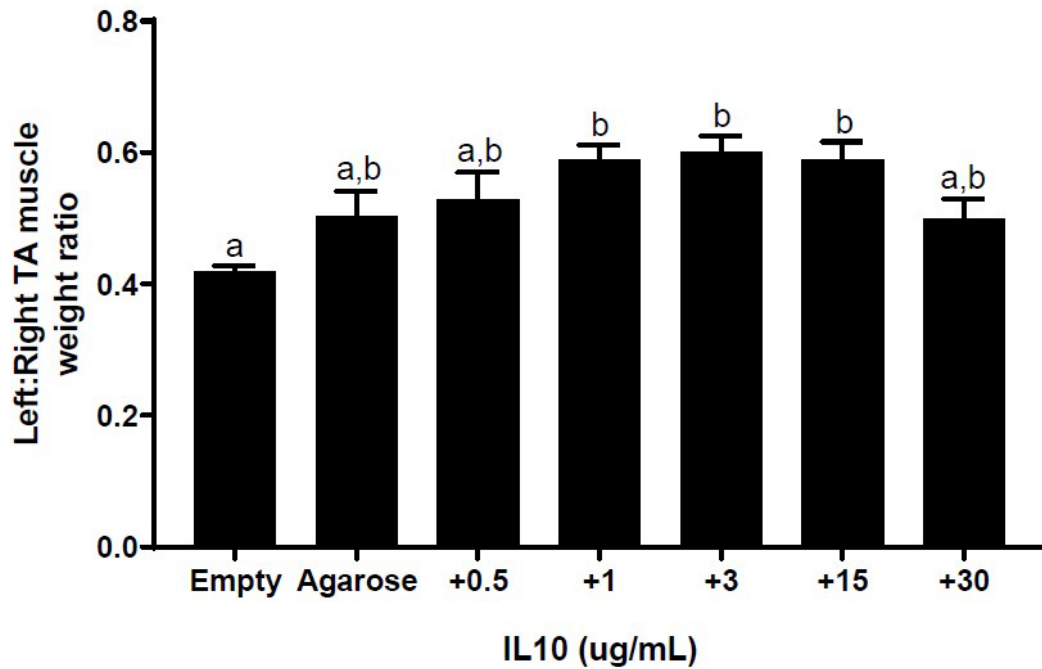

Supplemental Figure 4. Exogenous IL10 creates a dose-dependent change in Tibialis Anterior (TA) muscle weight ratio. Left and right muscle weight obtained from the animals described in figure 6a. Sciatic nerve was transected in WT mice and repaired immediately with a 5mm conduit filled with 0.7% agarose loaded with IL-10 at 0.5, 1, 3, 15 or 30  $\mu\text{g}/\text{mL}$ , unloaded (negative control), or empty conduit (additional negative control) (n=5-8 mice per group). The ratio of left TA muscle weight (injured) over the right TA muscle weight (uninjured) at eight weeks demonstrates a similar improvement trend compared to motor neuron count by exogenous IL10 delivery (ANOVA, n=5-8 per group)

How the deposited data were processed for this re-analysis (not part of the article)

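RNA was measured in macrophages and Schwann cells sorted from the nerve 5 and 14 days after repair, and in the distal stump 5 days after repair, in mice of both sexes whose nerve was repaired at once or after a delay. There were 79 libraries from 32 animals, with 9 delayed and 8 immediate macrophage libraries at day 5, 7 and 8 at day 14, 9 and 7 Schwann cell libraries at day 5, 7 and 8 at day 14, and 9 and 7 stump libraries. Every column of the deposited tables matched a sample. For the deposited values, the authors trimmed the reads with cutadapt, removed residual rRNA reads of the stump libraries with bowtie2, aligned the reads with tophat to the mouse genome with the UCSC genes, and obtained estimated counts per gene, which are neither normalized nor filtered. The program that wrote the estimated counts is not stated. Totals per library ran from 14928745 to 28499407 counts for macrophages, 11614940 to 30796823 for Schwann cells and 3898778 to 9212709 for the stump. Between 0.951% and 1.18% of the values in each table are not whole numbers, and these were rounded. The libraries of sorted cells came from amplified cDNA and those of the stump from rRNA-depleted RNA, so no level was compared between the 2 kinds by a test.

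Genes with at least 5 CPM in at least 6 of the animals compared were tested, for the stump as well. The paper's methods give the same minimum for macrophages and Schwann cells, but use it after testing, on the differentially expressed genes of each sample type, while here it comes before testing and within each comparison. Delayed and immediate repair were compared within each cell or tissue type and day with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 after TMM scaling, without covariates, at a Benjamini-Hochberg adjusted p under 0.05. The paper used cuffdiff, which needs aligned reads, and names no threshold for the sequencing data, while its methods for protein levels and for phagocytosis set significance at a P under 0.05 throughout. Standard errors are the fitted log2 fold change divided by the square root of its F statistic. Means of named genes are TMM-scaled CPM, and standard deviations are between animals. Interactions of repair with day and with sex were fitted over all libraries of a cell type, or of a cell type at day 5. Overlaps of called genes were tested with Fisher's exact test over the genes tested in both. Levels of single lists and library totals were compared with exact permutation tests of the difference of means.

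Gene lists for 11 biogroups (inflammatory response, interferon response, antigen presentation, IL-10 signaling, response to hypoxia, angiogenesis, cell migration, extracellular matrix, myelination, axon guidance and neuron development) were written by hand, since the gene sets of the commercial tool named by the paper are not given. They were tested with camera in limma 3.58.1 with a preset correlation of 0.01, and adjusted over these lists. Lists for repair Schwann cells, the cell cycle and cholesterol biosynthesis were adjusted among themselves. Marker lists of 12 cell types (macrophage, Schwann cell, fibroblast, endothelial, mural, T, B, neutrophil, dendritic, skeletal muscle, adipocyte and erythroid) were scored as the mean of log2(CPM + 1), and their exact p-values were adjusted over the 12 lists. The design, the lists named so far and most alternatives were set before the data were examined. A list of genes of the isolation response was written later, before its score was tested. Mouse Reactome sets of 10 to 500 tested genes, from fgsea 1.28.0, were matched through Entrez IDs for 23202 of 23361 symbols.

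The genes named are those the paper names from its sequencing, protein or nanoString data, the receptors it manipulates, up to 5 of the largest rises and up to 5 of the largest falls among genes past the threshold of each comparison, up to 3 genes with the smallest p of each list discussed, the sorting markers, and the sex genes as checks of the labels. The genes of the dendritic cell and Schwann cell marker lists, and the range of Cap1 over animals, were singled out after their values were seen. Xist was at least 39.6 CPM in each female library and at most 2.88 CPM in each male library, and of the 3081 pairs of libraries, 0 held the same counts. Positions are from GENCODE annotation of GRCm38, which placed 22951 symbols.

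Alternatives were DESeq2 1.42.0 with its size factors, library size scaling only, edgeR's filterByExpr, no filter, an unadjusted p, sex as a covariate, the replicate number as a block, limma-voom with sample quality weights, all 4 groups of a cell type in one fit, and each library left out in turn. For gene lists, fry, an estimated correlation and each list without its 3 most significant genes were tried as well. The tests were tested on simulated data. Counts were drawn from a negative binomial distribution with the fitted means, spreads and totals of each comparison, and from 187 to 199 of the genes tested were changed 2-fold or 4-fold, with the genes varying independently. Of the genes called in these data, edgeR called falsely 3.19% for macrophages and 0% for Schwann cells at day 5, 5.13% for the stump, and 3.68% and 2.70% at day 14. For DESeq2 the false share was 7.43% for macrophages at day 14 and from 11.7% to 15.9% in the other comparisons. A shifted list was recovered by camera and by fry in each of the 5 comparisons, and of the unshifted lists camera called 0 and fry 1 in each of Schwann cells at day 5 and macrophages at day 14, at the adjusted threshold. Results were also set against 100 splits of the same libraries, the real one included, drawn with seed 1. Splits by repair, and regroupings of animals, were not balanced for sex, except those for the interaction of repair and sex. Protein, nanoString, imaging and functional results of the paper have no values in these tables and were left out.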

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

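In this part, the tests with the macrophage score, with the fibroblast score and with the Cap1 class, the test of the dendritic cell genes, and the counts of splits for the sexes and for the repair-by-day changes of the inflammatory response, hypoxia, axon guidance, neuron development, repair Schwann cell and cholesterol lists of Schwann cells and the repair Schwann cell list of macrophages were chosen only after the result was seen.

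In 46 groups of libraries, 4 had a library far from the others, where about 1 in 20, or 2.3, is what chance gives. The 10 most abundant genes took 12.4% of the counts in macrophage immediate replicate 8 of day 5, with the nearest of the other 7 at 14.9%. In Schwann cell immediate replicate 5 of day 14 they took 15.4%, with the nearest at 10.9%. Macrophage immediate replicate 1 of day 5 held 94.5 CPM of Il6 and 4037 CPM of Saa3, with the nearest libraries at 34.6 and 1836 CPM. Its total of 23112466 counts and its top 10 share of 16.7% do not set it apart from its group, whose shares ran up to 17.2%, which argues against depth and against a few abundant genes. Without this library 1 gene instead of 3 passed in macrophages at day 5, and 398 had an unadjusted p under 0.05. No biological explanation was tested for these libraries.

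In macrophages the effect of delay differed between day 5 and day 14 for some genes and lists, in tests of the interaction of repair and day. There were 2 genes past the adjusted threshold in edgeR, Heca and Osm, and 3 of 100 splits of the libraries gave as many. The number with an unadjusted p under 0.05 was reached in 55 of 100 splits. The camera adjusted p was 1.85e-09 for the inflammatory response list, with a median difference of 0.34, 33 of 46 genes positive, as extreme in 2 of 100 splits, and 0.00637 for the IL-10 signaling list, with a median difference of 0.12, 12 of 14 genes positive, as extreme in 1 of 100. It was 4.60e-04 for the repair Schwann cell list, with a median difference of 0.33, 8 of 10 genes positive, as extreme in 1 of 100. Of the 26 genes of that list, 10 were expressed in macrophages. Under fry its adjusted p was 0.0406, and with an estimated correlation 0.0203. The inflammatory response and IL-10 signaling lists did not pass under fry or with an estimated correlation. However, the repair Schwann cell list was adjusted only together with the cell cycle and cholesterol biosynthesis lists. The other 2 were adjusted over the larger group of biogroup lists. These adjusted values therefore cannot show that the repair Schwann cell list is the more robust. For the hypoxia and angiogenesis lists, 61 and 21 of 100 splits were as extreme.

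Technical explanations of the macrophage result were tested on the fall of the inflammatory response list at day 5, not on the interaction. Its camera adjusted p was 1.42e-12 after the trend with gene length and GC content was removed. Before removal it was 3.74e-14 in the same form of the test. With each library thinned to the smallest total it was 9.05e-17. It was at most 6.89e-11 with the marker score of 1 other cell type as a covariate (the adipocyte score). With the isolation response score it was 8.74e-14, and with the Cap1 class of the animals 5.16e-14. Under camera the list stayed lower past the threshold with each of these corrections. The camera p takes no account of other splits of the libraries, and the uncorrected list did not pass under fry (0.145). These values therefore do not exclude any of the explanations as the whole cause of the fall. Over the alternatives set in advance, the adjusted p ranged from 3.74e-30 to 0.145. A difference between the days stays open as the explanation, as does a difference in handling between animals, since no batch is given. These tests and the pattern come from the same data, so a later inflammatory response of macrophages is a hypothesis.

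In Schwann cells 0 genes passed the interaction of repair and day in edgeR, while other splits gave up to 9. At an unadjusted p under 0.05 there were 524 genes, a number reached in 20 of 100 splits. By list, the camera adjusted p was 9.31e-18 for myelination (1 of 100 splits as extreme), 7.88e-10 for extracellular matrix (14 of 100) and 9.24e-07 for neuron development (3 of 100), with median differences of 1.50, 0.76 and 1.02. It was 2.84e-04 for axon guidance (4 of 100) and 0.00130 for repair Schwann cells (4 of 100), with 0.68 and 0.47. The inflammatory response, hypoxia and cholesterol biosynthesis lists moved down, with median differences of -0.60, -0.25 and -0.30 and camera adjusted p-values of 4.87e-04 (21 of 100), 0.0216 (26 of 100) and 0.0303 (37 of 100). For cell migration, 46 of 100 splits were as extreme. Of the lists named here, only myelination also passed under fry (0.0200) and with an estimated correlation (0.0156).

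Tests of the Schwann cell result covered the lists within each day. After removal of the trend with length and GC content, the camera adjusted p of the extracellular matrix list at day 5 was 1.42e-04. Before removal it was 6.68e-06 in the same form of the test. The other values were 6.96e-13 at equal depth, 1.90e-13 with the dendritic cell score and 5.47e-19 with the macrophage score as a covariate. For the myelination list at day 5 the values were, in the same order, 4.41e-06 (9.82e-07 before removal), 5.25e-09, 5.07e-09 and 1.46e-07. At day 14, where the macrophage score was not tried, they were 1.09e-11 (5.94e-12 before removal), 4.84e-11 and 2.82e-13. Under camera both lists kept their shift past the threshold in each of these tests. The camera p takes no account of other splits of the libraries, and neither list passed under fry within a day. Length and GC content, depth, the dendritic cell score and the macrophage score are therefore not excluded as the whole cause. With a score of fibroblast markers outside the list as a covariate, the adjusted p at day 5 was 0.00292 for myelination. Its median went from -0.74 to -0.36. A smaller fall thus still passed camera there, and fibroblast RNA as a part or the whole of the fall stays open. For extracellular matrix the adjusted p was 9.30e-05, and the median went from -0.77 to -0.36. Of the 15 fibroblast markers 9 are in the extracellular matrix list, and 2 of the 6 left average at least 10 CPM, so for this list a smaller share of fibroblast RNA cannot be told apart from a change within Schwann cells and stays open. The fibroblast marker list was -1.18 at day 5, with an exact p of 0.121 that did not pass adjustment. The higher inflammatory response list at day 5 lost its shift with the macrophage score as a covariate, at an adjusted p of 0.623 against 3.84e-05 to 0.326 over the alternatives set in advance, so a larger share of macrophage RNA is a candidate explanation for it. The macrophage marker list was 1.21 higher after delayed repair, with an exact p of 0.0593 that did not pass adjustment, and 24 of its 24 genes average at least 10 CPM in Schwann cell libraries. The Schwann cell marker list was -0.96 at day 5 and 0.85 at day 14, with adjusted exact p-values of 0.358 and 0.565. As this list shares genes with the myelination list, a changed share of Schwann cells among the sorted cells was not separated from a change within them and stays open, beside a difference between the days.

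Genes of dendritic cells, which the paper does not discuss, were abundant in the libraries of Schwann cells. Over both days Cd74 averaged 16990 CPM (SD 4253), Ccr7 6802 CPM (SD 3033) and H2-Ab1 5793 CPM (SD 1983) in Schwann cell libraries, against 4878, 16.8 and 1127 CPM in macrophage libraries. The median log2 ratio of the 12 genes of the list, Schwann cell over macrophage libraries, was 2.79, which argues against carry-over of sorted macrophages. Which cells these transcripts come from was not tested and stays open. Of the list's genes, 11 average at least 10 CPM in Schwann cell libraries, 7 in macrophage libraries and 8 in the stump, and 4 of them are also in the antigen presentation list. The list did not change with repair, at 0.10 and 0.0051, with adjusted exact p-values of 0.758 and 0.979.

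Macrophages at day 5 differed between the sexes, a comparison the paper does not report for its sequencing data. There were 2113 of 8409 genes past the adjusted threshold in edgeR with repair as a covariate, 950 higher and 1163 lower in males, and 1 of 100 splits of the sexes within the repair groups gave as many. Of these genes 80 are on X or Y and 2033 are not, which argues against the sex chromosomes alone. Of the 1998 such genes tested at day 14, 1032 (51.6%) had the same direction there, which argues against a stable difference between the sexes. The isolation response list differed between the sexes at day 5, with means of 8.50 in males and 8.81 in females and an exact p of 0.00444, so males and females may have been handled differently, for example on other days. The numbers of called genes were 674 in Schwann cells and 8 in the stump at day 5, and 4 and 4 in macrophages and Schwann cells at day 14. Whether the difference between the sexes changed with day or tissue was not tested. A biological difference between the sexes stays open.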

How the results depend on the processing

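The Reactome tests under fry and with an estimated correlation, and the fits with covariates or corrections given in the other parts, were chosen only after the result was seen. A result was taken as the same when its direction and its side of the threshold were kept, or its count within a factor of 1.5. This held in 109 fits for gene counts against 30 with another count, and in 146 for gene lists against 51 that no longer passed and 14 with the opposite direction. For named genes, 2072 fits kept direction and call, 43 lost a call, 9 gained one and 14 changed direction. Where a value changed, the cause was not tested, except that lists without their 3 most significant genes were tested on fewer genes.

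The number of genes past the threshold in macrophages at day 5 was 17 with DESeq2, 8 with sex as a covariate, 11 with all 4 groups in one fit and 435 at an unadjusted p under 0.05, and it ranged from 1 to 3 genes across the 17 fits that each left out one library. Schwann cells at day 5 had 14, 1, 2 and 505 genes under the same settings, and from 0 to 1 with one library left out, the 1 gene being called without delayed replicate 5. At day 14 an unadjusted p gave 190 genes in macrophages and 373 in Schwann cells, where DESeq2 called 3. The interaction of repair and day had 9 genes in macrophages and 9 in Schwann cells with DESeq2, and 323 and 524 at an unadjusted p. At an unadjusted p the interaction of repair and sex had 352 genes in macrophages, 256 in Schwann cells and 272 in the stump, and the overlaps held 45, 151, 242 and, at day 14, 13 genes. The stump had from 2363 genes, without immediate replicate 2, to 3347 across the 16 fits that left out one library. Of its genes, 1565 were higher and 1656 lower, against 1224 and 1913 with no filter and 1341 and 1776 with library size scaling only.

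Under fry and with an estimated correlation, in this order, the adjusted p of lists that passed camera was 0.145 and 0.0804 for the inflammatory response, 0.161 and 0.103 for IL-10 signaling and 0.167 and 0.103 for angiogenesis in macrophages at day 5. Without their 3 most significant genes, the latter 2 lists had 0.792 and 0.486. In Schwann cells at day 5 the values were 0.206 and 0.194 for extracellular matrix and 0.0641 and 0.0518 for myelination, and at day 14 0.643 and 0.355 for myelination. The inflammatory response, neuron development and IL-10 signaling lists of Schwann cells at day 5 and the interferon list of macrophages at day 14 passed under neither, the last 2 of these also not without their 3 most significant genes, the axon guidance list of Schwann cells at day 5 did not under fry, and the interferon list of Schwann cells at day 5 passed in none of the alternatives run for it. In the stump they were 0.0790 and 0.564 for the inflammatory response, and with an estimated correlation the neuron development list had 0.147, and the interferon and antigen presentation lists did not pass. For the interaction of repair and day they were 0.286 and 0.138 for the inflammatory response and 0.212 and 0.0957 for IL-10 signaling in macrophages, and 0.258 and 0.344 for extracellular matrix in Schwann cells, where the inflammatory response, hypoxia, axon guidance and neuron development lists passed under neither. Over all alternatives the adjusted p at day 5 ranged from 3.34e-05 to 0.792 for IL-10 signaling and 0.00124 to 0.486 for angiogenesis in macrophages, from 1.69e-26 to 0.206 and 7.09e-10 to 0.0641 for extracellular matrix and myelination in Schwann cells, and from 6.74e-04 to 0.564, 3.15e-11 to 0.147 and 3.58e-08 to 0.0423 for the inflammatory response, neuron development and angiogenesis in the stump. The myelination list of Schwann cells at day 14 ranged from 1.81e-14 to 0.643.

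Lists near 0 changed their camera direction. For macrophages at day 14 the angiogenesis list, downward in camera with a median of 0.033, turned upward at an adjusted p of 0.924 with sex as a covariate, 0.994 with filterByExpr, 0.958 with library size scaling only and 0.871 without its 3 most significant genes, and the hypoxia list, upward in camera, turned downward at 0.841 without those of its own. For Schwann cells at day 14 the extracellular matrix list, upward in camera, turned downward at 0.991 under fry, 0.987 with sex as a covariate, 0.989 with library size scaling only and 0.983 without 3 genes, and so did the cell migration list at 0.989 with library size scaling only. Among genes, Il10rb in macrophages at day 5 was at 0.062 with library size scaling only. Il10 in macrophages at day 14 was at 0.00592 with sex as a covariate, at 0.14 in limma-voom, and from -0.11 to 0.088 with one library left out. Mmp12 there ranged from -0.053 to 0.31. In Schwann cells at day 5, Il10 was at 6.05 in limma-voom and from -1.07 to 1.47 with one library left out, and Thbs4 from -1.33 to 0.20. At day 14 limma-voom gave -1.47 for Ogn and -0.085 for Itga6. Calls also changed for named genes. In macrophages at day 5 Heca no longer passed with library size scaling only and in 12 of 17 fits that left out one library, where the smallest fall was -1.35, without immediate replicate 8, and Osm no longer passed with filterByExpr, with no filter and in 13 of 17 such fits, where it ranged from -0.97 to -0.84. Il10 passed with DESeq2 and with sex as a covariate, in the latter at -0.98, and Egln1 with DESeq2, at -1.88, and with all 4 groups in one fit, at -1.88. Ccr1 in Schwann cells at day 5 passed with DESeq2, at 2.47. In the stump, Ttn no longer passed with sex as a covariate, at 2.66, nor in limma-voom, at 2.24. Neb no longer passed with DESeq2, with sex as a covariate, in limma-voom or without delayed replicate 5, at 1.13, 1.94, 1.21 and 1.25. Eno3 no longer passed with sex as a covariate, in limma-voom or without immediate replicate 2, 6 or 7, at 1.58 and 1.05 in the former 2 and 2.07 without immediate replicate 2, and without delayed replicate 5 Ttn was at 2.39 and Eno3 at 0.79. Cxcl12 no longer passed without immediate replicate 2 or 6, at 0.89 and 0.81, and Tnf passed without immediate replicate 4, at 0.77. By share of all counts, the T cell and dendritic cell marker lists of the stump no longer passed, at adjusted exact p-values of 0.100 and 0.0692. Reactome sets called by camera numbered 24 in macrophages, 44 in Schwann cells and 140 in the stump at day 5, and 3 and 134 at day 14. Under fry they numbered 327 in the stump and 0 in each other comparison, where 31, 53, 10 and 64 sets had an unadjusted p under 0.05. With an estimated correlation they numbered 0 in each of the 5, and 16, 29, 37, 14 and 51 sets had an unadjusted p under 0.05.

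The replicate numbers were not taken to pair the samples, since in none of the 5 comparisons did every pair of libraries with the same number have a correlation over 0.1. The median correlation of deviations between delayed and immediate libraries of the same number was 0.267, 0.0893 and -0.0348 in macrophages, Schwann cells and stump at day 5 and 0.265 and 0.0899 at day 14, with 7 of 8, 3 of 7, 1 of 7, 6 of 7 and 2 of 7 pairs over 0.1. Pairs of other numbers and the same sex had a median of 0.239 in macrophages at day 5 and -0.0922 at day 14. Something shared by the numbers other than sex stays open in macrophages at day 14, where the smallest correlation of a pair with the same number was 0.0368. With the number as a replicate block, 12 genes passed in macrophages at day 5, Il10, Il1a and Pdgfa among them, 2178 in the stump, and 0 in Schwann cells at day 5 and in either cell type at day 14, where 468, 265 and 278 had an unadjusted p under 0.05. Under this replicate block the hypoxia and angiogenesis lists of macrophages at day 14 and the cell migration and extracellular matrix lists of Schwann cells at day 14 changed their camera direction, upward for angiogenesis and downward for the others, at adjusted p-values of 0.596, 0.792, 0.256 and 0.0151, the last a fall past the threshold, and Il10 in Schwann cells at day 5 was at 6.10. Ttn and Neb in the stump did not pass under it, at 1.10 and 0.37.

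In the simulated counts 45.5% of the changed genes were recovered in Schwann cells at day 5 and 55.4% at day 14. These were 85 of 187 and 108 of 195 genes. The shares were 92.9%, 93.0% and 92.0% in macrophages at day 5, in the stump and in macrophages at day 14. In the real Schwann cell libraries 0 genes passed on each day, with 505 and 373 at an unadjusted p under 0.05. If genes vary independently as simulated, this goes against changes as many and as large as those simulated. Fewer or smaller changes are not excluded.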

Differences from the paper's values

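No test in this part was chosen after the result was seen. The paper reports 962 differentially expressed genes in macrophages at day 5, against 3 here. None of the alternatives set before the data were examined came within a factor of 1.5, with 2 genes under filterByExpr, no filter or library size scaling only, 4 in limma-voom, 8 with sex as a covariate, 11 with all 4 groups in one fit, 12 with the number as a block, 17 with DESeq2 and 435 at an unadjusted p under 0.05. Against the paper's 588 genes in Schwann cells at day 5 there were 0 here, against the paper's 273 in macrophages at day 14 0, and against the paper's 462 in Schwann cells at day 14 0. Of the alternatives set before the data were examined, an unadjusted p under 0.05 came within a factor of 1.5 of these 3 counts, with 505, 190 and 373 genes, and the others did not, with at most 14, 0 and 3 genes.

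The paper's overlaps of differentially expressed genes at day 5 are about 120 for macrophages and Schwann cells, about 480 for macrophages and stump and about 200 for Schwann cells and stump in Supplemental Fig. 1, read by eye, against 0 in each here. At day 14 the paper's overlap is about 29 in Supplemental Fig. 1, read by eye, against 0 here. The one alternative set before the data were examined, an unadjusted p under 0.05, gave 242 for Schwann cells and stump, within a factor of 1.5 of the paper, and 45, 151 and 13 for the others, which are not.

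The paper ranks Il10 among the most significantly lowered genes of macrophages at day 5. By p it is number 11 of the 8409 genes tested here, with an adjusted p in edgeR of 0.288. With DESeq2, with sex as a covariate and with the number as a block Il10 passed the threshold, in the latter 2 at log2 fold changes of -0.98 and -0.91, and Il1a passed with the number as a block, at -0.87.

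Some biogroups moved in the direction opposite to the paper. For the distal stump at day 5 the paper gives immune response and angiogenesis as lowered and neuron development as raised by delay, against median log2 fold changes, delayed over immediate, of 0.43, 0.44 and -0.76 here, with camera adjusted p-values of 0.00280, 1.17e-06 and 8.07e-11. The paper gives the inflammatory response of Schwann cells as lowered, against a median of 0.33 at day 5 (adjusted p 8.27e-05) here. For the inflammatory response lists of stump and Schwann cells, the adjusted p was 0.0790 and 0.206 under fry. With an estimated correlation it was 0.564 and 0.326. Results as extreme came in 47 and 14 of 100 splits, so these 2 moves are weak evidence. The angiogenesis and neuron development lists of the stump passed under fry and were matched by 5 and 2 of 100 splits. With an estimated correlation the angiogenesis list passed at 0.0423, and the neuron development list did not, at 0.147. In the alternatives run, none of these 4 lists passed in the paper's direction.

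Other biogroups did not pass the threshold here in camera, and most had the paper's direction or a median near 0. For the stump the paper gives axon guidance as raised, against a camera direction upward, a median of -0.022 and an adjusted p of 0.833. For macrophages at day 5 it gives the response to hypoxia as lowered, against a camera direction downward, a median of 0.023 and an adjusted p of 0.199. The paper gives immune response, hypoxia and angiogenesis of macrophages as raised at day 14, against medians of 0.045, 0.0086 and 0.033 and adjusted p-values of 0.683, 0.982 and 0.982, with a camera direction downward for angiogenesis and upward for the other 2. For Schwann cells the paper gives cell migration as lowered at day 5, against a median of -0.14 and an adjusted p of 0.572. It gives extracellular matrix and cell migration as raised at day 14, against medians of 0.011 and 0.0036 and an adjusted p of 0.929 for both. In the alternatives run for them, none of these lists passed in the paper's direction.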

Other observations

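In this part, the tests of Cap1, of exchanged stump libraries and of the 10 most abundant stump genes, and the counts of splits for macrophages within each day and for the repair Schwann cell, cell cycle and cholesterol biosynthesis lists, were chosen only after the result was seen.

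In the stump at day 5, the Schwann cell marker list was -2.08 on the log2 scale after delayed repair, below the immediate mean in 9 of 9 delayed animals, with an exact p of 8.74e-05, the smallest the test can give, and 5.24e-04 after adjustment. The endothelial (0.59, 5.24e-04), mural (0.46, 6.99e-04), T cell (0.75, 0.0149) and dendritic cell lists (0.62, 0.0149) were higher, each above the immediate mean in 9 of 9 delayed animals. The macrophage (0.46, 0.0682), B cell (0.33, 0.102), neutrophil (0.16, 0.567), fibroblast (0.092, 0.734), muscle (1.35, 0.102), adipocyte (0.48, 0.567) and erythroid lists (0.70, 0.506) did not pass the exact test after adjustment. Each list is taken as a whole, and the genes among its members that average at least 10 CPM in the stump number 17 of 20 for Schwann cells and 14 of 14 for endothelial cells.

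Tests of the stump pattern took the myelination list. Its camera adjusted p was 4.59e-17 after the trend with length and GC content was removed. Before removal it was 2.00e-16 in the same form of the test. At equal depth it was 1.44e-23. The 10 most abundant genes took a median of 12.3% of the counts after delayed and 9.98% after immediate repair (exact p 0.0254). Without them the adjusted p was 1.28e-23, and 3237 genes passed in edgeR. Exchanged group labels were tested with 12 genes whose levels vary together in macrophages and Schwann cells of an animal. Their mean correlation between stump and macrophages of the same animal was 0.37 as labelled and -0.016 with the groups exchanged, and at most 0.30 in 1000 permutations, with a permutation p of 0.001, the smallest they can give. These values argue against length and GC content, depth, a few abundant genes and exchanged stump libraries as the whole cause, while labels wrong in every tissue of an animal would escape the last test. A lower share of Schwann cells alone would raise the markers of other cell types alike. Among 5 other lists, 0 of 10 pairs moved apart after adjustment, with a smallest adjusted exact p of 0.490. With 9 and 7 animals this does not show that the lists rose alike. The fibroblast list rose by 0.092 and the endothelial list by 0.59, and the T cell list was not among the 5. Whether a lower share of Schwann cells accounts for the rise of the others was therefore not decided and stays open. A change within cells stays open, as does the effect of delay on which cells are in the stump.

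Skeletal muscle genes were higher in some stump libraries of delayed repair. In 6 of 9 the muscle list lay above the highest immediate library, and it took 0.987% of the counts in delayed replicate 5 and 0.0882% in delayed replicate 9, against at most 0.0352% in the other delayed libraries. Of the list's 14 genes, 10 average at least 10 CPM over the stump libraries, and 2 passed the filter. In the paper's design, the cut tibial stump of delayed repair was fixed to the quadriceps during the delay. Muscle tissue carried along in those samples is therefore a candidate explanation. It was not tested, and no biological explanation was tested.

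Cap1, one of the genes past the threshold in macrophages at day 5, lies on chromosome 4 of GRCm38. In macrophages 10 animals had over 100 CPM (median 238) and 22 less (median 49.8), and the class was the same in Schwann cells in 31 of 31 animals. At day 5 7 of 9 delayed and 0 of 8 immediate animals were of the high class, and at day 14 1 of 7 and 2 of 8. In the stump the classes differed by 0.12 on the log2 scale, which argues against the same change in each tissue. Between the classes, 3 of 138 other genes within 10 Mb of Cap1 passed in edgeR against 4 of 8810 elsewhere (Fisher's exact p 1.20e-04). A variant carried by some animals, for example from another strain, is a candidate explanation. An effect of delay at day 5 (Fisher's exact p 0.00226) cannot be told apart from an uneven draw of animals, since class and repair go together in these animals. With the class as a covariate, 0 genes passed in macrophages at day 5 and 820 had an unadjusted p under 0.05, and Il10 was at -1.35 (SE 0.41), with an edgeR p of 0.00403.

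Splits of the same libraries were drawn, 100 in each case with the real one included. As many genes past the adjusted threshold came in 2 for macrophages and 1 for the stump at day 5. Schwann cells at day 5 and both cell types at day 14 had 0 genes, which any split reaches, so that count decides nothing. Other splits gave up to 468 genes in Schwann cells at day 5. At day 14 they gave up to 5 in macrophages and 69 in Schwann cells. At an unadjusted p under 0.05 as many genes were given by 24, 8 and 1 splits for macrophages, Schwann cells and stump at day 5. For macrophages and Schwann cells at day 14 these were 87 and 45. In the same order, as many Reactome sets were given by 61, 38, 50, 89 and 16. The interaction of repair and sex at day 5 also had 0 genes in macrophages, Schwann cells and stump. Other splits gave up to 10, 3 and 966. Its 352, 256 and 272 genes at an unadjusted p under 0.05 were reached in 50, 69 and 52 splits.

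A list result as extreme as the real one came in 1 of 100 splits for the inflammatory response, 54 for hypoxia, 8 for angiogenesis and 3 for IL-10 signaling in macrophages at day 5. In Schwann cells at day 5 it came in 7 for extracellular matrix, 78 for cell migration, 2 for myelination, 14 for the inflammatory response, 1 for axon guidance and 1 for neuron development. In the stump it came in 47 for the inflammatory response, 5 for angiogenesis, 2 for neuron development, 92 for axon guidance, 40 for interferon, 26 for antigen presentation and 1 for myelination. At day 14 it came in 88, 98, 95, 26 and 56 for the inflammatory response, hypoxia, angiogenesis, IL-10 signaling and interferon in macrophages, and in 99, 93 and 5 for extracellular matrix, cell migration and myelination in Schwann cells. The camera adjusted p takes no account of such splits, so for lists matched by 5 or more of 100 splits it is weak evidence of an effect of delay when taken alone. These splits were not balanced for sex, whereas the real groups nearly were. The sexes differed in 2113 genes in macrophages at day 5. Splits with uneven sexes may thus be more extreme, and the counts of splits may be too high for the real design.

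For overlaps at an unadjusted p under 0.05, the animals were regrouped 100 times with the real grouping included, keeping the libraries of an animal together. An overlap as large came in 18 regroupings for macrophages and Schwann cells, 3 for macrophages and stump and 2 for Schwann cells and stump at day 5, and in 52 for macrophages and Schwann cells at day 14. The animals shared by the libraries stay open as the explanation for macrophages and Schwann cells. The count of shared genes grows with the number of genes called, which is large for the stump in the real grouping, so for pairs with the stump an effect of the shared animals cannot be told apart from that number.

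The repair Schwann cell list had median log2 fold changes of -0.26 (8.13e-04) in macrophages, -0.45 (2.49e-04) in Schwann cells and -0.93 (3.17e-10) in the stump at day 5, with camera adjusted p-values in parentheses, and 0.012 (0.585) and 0.13 (0.849) at day 14. For the cell cycle list these were -0.046 (0.227), -0.039 (0.744), -0.81 (4.10e-21), 0.028 (0.585) and -0.16 (0.0296). The cholesterol biosynthesis list had -0.088 (0.565), 0.080 (0.744), -0.055 (0.431), -0.014 (0.585) and -0.27 (0.0158). In the stump the cell cycle list was lower in 39 of 40 genes, 32 of the 40 passed the adjusted threshold singly, and 8 of 100 splits were as extreme. The cell cycle and cholesterol biosynthesis lists of Schwann cells at day 14 were matched by 60 and 18 of 100 splits and did not pass under fry (0.789 and 0.459), so these 2 calls are weak evidence. For the repair Schwann cell list at day 5, 3, 3 and 1 of 100 splits were as extreme in macrophages, Schwann cells and stump, with adjusted p-values of 0.0829, 0.0640 and 3.00e-05 under fry and 0.0650, 0.0488 and 0.0643 with an estimated correlation. The cell cycle list of the stump had 9.60e-05 and 0.0643 in these 2 tests. The isolation response list did not differ between repair groups in macrophages at day 5, at 0.086 with an exact p of 0.484. Of the 12 marker lists, 0 passed in macrophages or Schwann cells after adjustment, and 1 (the macrophage list at day 5, at -0.11) in macrophages and 1 (the Schwann cell list at day 14) in Schwann cells had an unadjusted exact p under 0.05.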
